# Tenomodulin knockout mice exhibit worse late healing outcomes with augmented trauma-induced heterotopic ossification of Achilles tendon

**DOI:** 10.1038/s41419-021-04298-z

**Published:** 2021-11-05

**Authors:** Manuel Delgado Caceres, Katharina Angerpointner, Michael Galler, Dasheng Lin, Philipp A. Michel, Christoph Brochhausen, Xin Lu, Adithi R. Varadarajan, Jens Warfsmann, Richard Stange, Volker Alt, Christian G. Pfeifer, Denitsa Docheva

**Keywords:** Biological sciences, Cell biology

## Abstract

Heterotopic ossification (HO) represents a common problem after tendon injury with no effective treatment yet being developed. Tenomodulin (*Tnmd*), the best-known mature marker for tendon lineage cells, has important effects in tendon tissue aging and function. We have reported that loss of *Tnmd* leads to inferior early tendon repair characterized by fibrovascular scaring and therefore hypothesized that its lack will persistently cause deficient repair during later stages. *Tnmd* knockout (*Tnmd*^*−/−*^) and wild-type (WT) animals were subjected to complete Achilles tendon surgical transection followed by end-to-end suture. Lineage tracing revealed a reduction in tendon-lineage cells marked by ScleraxisGFP, but an increase in alpha smooth muscle actin myofibroblasts in *Tnmd*^−^^*/−*^ tendon scars. At the proliferative stage, more pro-inflammatory M1 macrophages and larger collagen II cartilaginous template were detected in this group. At the remodeling stage, histological scoring revealed lower repair quality in the injured *Tnmd*^*−/−*^ tendons, which was coupled with higher HO quantified by micro-CT. Tendon biomechanical properties were compromised in both groups upon injury, however we identified an abnormal stiffening of non-injured *Tnmd*^*−/*^^−^ tendons, which possessed higher static and dynamic E-moduli. Pathologically thicker and abnormally shaped collagen fibrils were observed by TEM in *Tnmd*^*−/−*^ tendons and this, together with augmented HO, resulted in diminished running capacity of *Tnmd*^*−/−*^ mice. These novel findings demonstrate that *Tnmd* plays a protecting role against trauma-induced endochondral HO and can inspire the generation of novel therapeutics to accelerate repair.

## Introduction

Heterotopic ossification (HO) is the process of ectopic cartilage formation followed by endochondral ossification of soft tissues such as tendons [1, 2]. Following open Achilles tendon reconstructions, up to 28% of patients suffer from HO [3, 4]. Trauma-induced HO significantly impacts tendon viscoelastic properties [5, 6], leading to serious decrease in patients quality of life. To date, no satisfactory therapeutic targets have been developed. The natural healing process of tendons, divided in early (inflammatory) and late (proliferative and remodeling) stages, is known to be inefficient, long-lasting and influenced by anatomic location and local mechanical environment [7]. Dysregulated inflammatory response in tendon lesions drives persistent fibrosis, misguided stem/progenitor cell differentiation and leads to HO [8, 9]. The discrete molecular mechanisms and origin, existence and functions of different cell types throughout the long repair process are still not fully understood. Tendon-resident cells are marked by the expression of Scleraxis (*Scx*) [10], and their lineage tracking by using Scleraxis-GFP (*ScxGFP)* reporter mice [11] has been crucial for the identification of cells triggering intrinsic tissue repair [12–15]. On the other hand, extrinsic epitenon/paratenon cells, expressing alpha smooth muscle actin (αSMA), and persistent pro- inflammatory M1 macrophages, have been shown to initiate pathologic scarring, chronic low-grade inflammation, poor tissue remodeling and HO [12, 15, 16].

Tenomodulin *(Tnmd)* gene, predominantly expressed in tendons and ligaments, encodes a type II transmembrane glycoprotein with a cleavable C-terminal cysteine-rich domain, that is subsequently deposited in the extracellular matrix (ECM) proximal to type I collagen fibrils [17–19]. The C-terminal hydrophobic tail exerts a dual role stimulating proliferation of tendon cells [20], whilst inhibiting vascular cell migration [21]. It has also been demonstrated that *Tnmd* regulates the proliferation, senescence and differentiation of tendon stem/progenitor cells (TSPC) [22]. Moreover, we have previously shown that TSPCs derived from *Tnmd*-knockout mice exhibit defective in vitro collagen remodeling [23]. Further, a significant shift towards thicker and stiffer collagen fibrils was identified within non-injured mutant Achilles tendons [20, 24], resulting in profoundly hampered performance in forced endurance running tests [24]. Next, when subjected to surgically induced full thickness Achilles tendon rupture [25, 26], *Tnmd*^−/−^ mice displayed inferior scar tissue characterized by significantly reduced cell density and proliferation, increased vessel infiltration, and accumulation of M1 macrophages, adipocytes and erroneous ECM after 8 days [26]. Here, we implemented the established surgical model and carried out a longitudinal investigation up to day 100 with *Tnmd*^*−/−*^ and wild type (WT) animals, by combining lineage tracking, immuno-histomorphometry, transmission electron microscopy (TEM), micro-CT (µCT), viscoelastic biomechanical testing, voluntarily running recording, and single cell RNA-sequencing to diagnose for the first time transcriptional differences between both genotypes. Based on our previous findings we hypothesized that the lack of *Tnmd* will persistently cause deficient repair during the later proliferative and remodeling stages, and will lead to a significant endochondral heterotopic ossification of Achilles tendons.

## Material and methods

### Study approval

All procedures regarding animal handling, husbandry, surgical model, pre-, and postoperative animal care were approved by the Animal Care and Use Committee of the Lower Franconia Government, Wuerzburg, Germany (Grant No. 55.2-2532-2-466). In the group size calculations, for the type one error and power, the standard values α = 0.05 and 1–β = 0.8 were used, respectively.

### Animal model and surgical procedure

Constitutive *Tnmd* knockout (*Tnmd*^*−/−*^) mice and WT littermates, as well as *ScxGFP* mice were previously described by Docheva et al. [20] and Pryce et al. [11], respectively. Conditional Tnmd flox/flox strain is not yet available. *Tnmd* gene is located on the X-Chromosome, therefore the WT group comprised hemizygous male, homozygous-, and heterozygous female mice. All analyzed animals were maintained on the C57BL/6 J background. The experimental design and the group distribution including n-numbers are shown in Supplementary Fig. 1A. Skeletally mature animals (6-month old) were operated according to Lin et al. [26]. Detailed description of the surgical procedure provided in Supplementary Information and Supplementary Fig. 1B, C.

### Immunohistochemistry and histomorphometry

Mouse hindlimbs (exact n-numbers shown as dot plot as well as given in figure legends) were fixed overnight in fresh 4% paraformaldehyde (PFA, Merck, Darmstadt, Germany) in phosphate-buffered saline (PBS; pH 7.4) or in 95% ethanol- 5% glacial acetic acid. Specimens were decalcified in 10% ethylen diamine tetraacetic acid (EDTA)/phosphate buffered saline (PBS) pH 8.0 (Sigma-Aldrich, Munich, Germany) for 4 weeks, embedded in cryoprotective media and sectioned at 10 µm, every 10^th^ slide was stained with Hematoxylin-Eosin following standard protocol. Tissue sections with equivalent regional planes between genotypes were selected for detailed investigation. Histological scoring was carried out by two independent observers at day 21 (*n* = 10/genotype) and 100 (*n* = 11/genotype) according to Stoll et al. [27] (Supplementary Table 1). Detailed description of immunohistochemistry, immunofluorescence stainings and automated quantitative image analysis provided in Supplementary information.

### Transmission electron microscopy (TEM)

Injured and contralateral Achilles tendons were explanted at day 21 and 100 post-injury (*n* = 3 genotype/time point), fixed in Karnovsky (0.1 M cacodylate-buffer with 2.5% glutaraldehyde and 2% paraformaldehyde). Ultrathin sections (0.08 μm) were analyzed in a LEO912AB transmission electron microscope (Zeiss, Oberkochen, Germany) operating at 100 kV. Findings were documented with a side-mounted 2 k x 2 k-CCD-camera (TRS, Moorenweis, Germany). The iTEM software (Olympus, Tokyo, Japan) was used to measure collagen fibril diameter. Five images (40000x magnification)/tendon (*n* = 2/group/time point) were used for quantification, resulting in average of 2800 fibrils/group/time point being analyzed (Supplementary Table 2).

### Micro-computed tomography (µCT)

Muscle-Achilles tendon-calcaneus complex (contralateral, non-injured control, and injured Achilles tendons) were excised and collected 100 days post-injury (*n* = 7–8 animals/genotype), fixed as described above and scans were performed with the µCT system Phoenix v|tome|x s 240/180 (GE Sensing & Inspection Technologies, Frankfurt am Main, Germany). The scanning parameters were as follows: 50 kV voltage, 620 μA current, 500 ms time, 2000 images, voxel size 10 μm. The 3D images, the surface area and volume parameters were obtained with the software Volume Graphics VG Studio Max 2.2.3 (Volume Graphics, Heidelberg, Germany). Detailed description provided in Supplementary information.

### Biomechanical testing

Mouse hindlimbs were explanted, wrapped in PBS-soaked gauze and stored at −20 °C until testing. On the testing day, hindlimbs were thawed for 30 min at RT. The viscoelastic biomechanical tests were performed with day 100 specimens (non-injured, contralateral and injured, *n* = 8–14/genotype). Biomechanical testing at day 21 was not carried out, because the scar tissue is dominated by cells and literature has previously reported that viscoelastic properties of rodent Achilles tendons are greatly compromised in first weeks after injury [28, 29]. A LM1 machine (TA Instruments, New Castle, USA) and custom-made clamps, securing the calcaneal and myotendinous junction ends, were used. All tests were performed in PBS-bath at RT. The testing protocol was based on Dourte et al. [30] and Hochstrat et al. [31]. Detailed description provided in Supplementary information. The analysis of the data was carried out with a custom-written Matlab software (MathWorks, Natick, Massachusetts, USA) protocol.

### Voluntary running tests

Mice (*n* = 7–10/genotype) were acclimatized to the experimental cage, containing a standard free-spinning mouse running wheel (12 cm diameter) equipped with wired bike computer BC 5.16 (Sigma Sport, Neustadt, Germany) for 3 days. At day 4, mice were placed individually in the experimental cage, left overnight (12 h) to voluntarily use the wheel and the running distance was recorded.

### Single cell RNA-Sequencing (scRNA-Seq)

Control, non-injured *Tnmd*^*−/−*^ *ScxGFP*^+^ and WT *ScxGFP*^*+*^ Achilles tendons (*n* = 2) were explanted and GFP^*+*^ cells were isolated by collagenase digestion (8 h) and filtration according to [22]. Next, cells (*n* = 20/genotype) were resuspended in PBS, placed on Adcell diagnostic slides (Thermo Fisher, Waltham, Massachusetts, USA), picked up in 1 µl PBS each using a micromanipulator (Patchman NP2) with pump (CellTram, both Eppendorf, Hamburg, Germany) and subsequently stored in Smart-Seq2 lysis buffer at −80 °C. The whole transcriptome amplification (WTA) and Illumina Nextera XT library preparation (Illumina, San Diego, California, USA) were performed as described by Picelli et al. [32]. The libraries were quantified using the KAPA Library Quantification kit (Roche Diagnostics, Mannheim, Germany), pooled in equimolar amounts and sequenced paired-end with read length of 2 × 150 bp and yield of 30 million reads per library on an Illumina HiSeq. In total, six *ScxGFP*^+^ cells (*n* = 6/genotype) were subjected to scRNA-Seq. Bioinformatic analysis is described in Supplementary information.

### Statistical analysis

Statistical calculations and graphs preparation were performed with GraphPad Prism 7 (San Diego, CA, USA). The results are presented as box plots (including dot plots where each dot represents an animal) with median and interquartile range (IQR), the whiskers show minimum and maximum values. After normality Shapiro-Wilk check, two-group analyses were performed, if not otherwise stated, with 2-tailed parametric unpaired Student’s *t*-test. Multi-group comparisons were evaluated by one-way ANOVA with Bonferroni post-hoc test. Differences were considered statistically significant according to p-values of *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

## Results

### *Tnmd*^*−/−*^ scars harbor significantly higher number of αSMA^+^ cells and lower number of tendon-specific ScxGFP^+^ cells during early and late tendon healing

Since ScxGFP^+^ and αSMA^+^ cells have been implicated as crucial players in the tendon repair process, we first investigated their abundance by lineage tracing at day 8, 21 and 100 post-injury. At the earliest time point ScxGFP^+^ cells were very scarce at the injury site (Fig. 1A–B1, C) and significantly less in the *Tnmd*^*−/−*^ group. In contrast, approx. one third of DAPI^+^ cells were positively stained for αSMA in *Tnmd*^*−/−*^ scars (Fig. 1A2, B2, D) compared to approx. one tenth in the WT (Fig. 1D). Of note, in the three examined time points single cells were ScxGFP^+^ and αSMA^+^ (Fig. 1A3–H3). At day 21, ScxGFP^+^ cell numbers were strongly increased and bridged the defect between the sutured Achilles tendons ends (Fig. 1E–F1). Furthermore, a clear decline in αSMA^+^ cells was detected in the *Tnmd*^*−/−*^ group (Fig. 1D, E2, F2). At day 100, ScxGFP^+^ and αSMA^+^ cells were present in the scar regions that appeared to be ossified (Fig. 1G–H2) and the percentage of ScxGFP^+^ cells was significantly lower in the *Tnmd*^*−/−*^ tendons compared to WT (Fig. 1C), whilst the very low abundant αSMA^+^ cells were comparable between the groups (Fig. 1D). Altogether, these data demonstrate that loss of *Tnmd* results in myofibroblast-enriched early scar tissue and significantly lower content of tendon lineage ScxGFP^+^ cells during early and late repair stages.

**Fig. 1:**
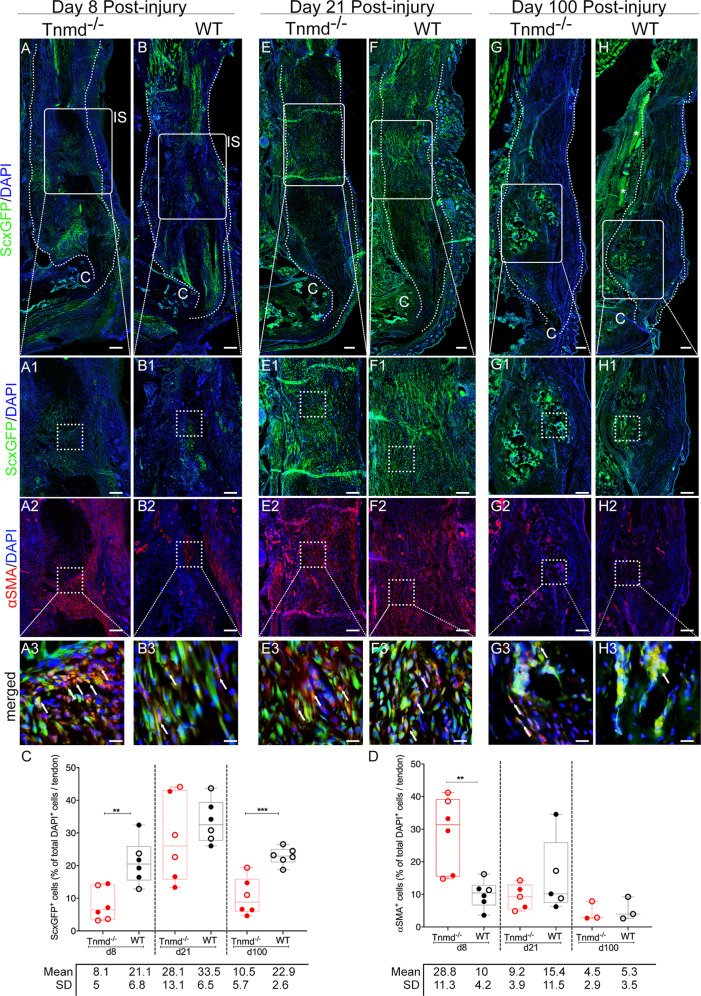
Incidence of ScxGFP^+^ and αSMA^+^ cell populations during tendon healing at day 8, 21 and 100 post-injury. Representative images of injured *Tnmd*^*−/−*^ ScxGFP and WT ScxGFP Achilles tendons at **A**, **B** day 8, **E**, **F** day 21 and **G**, **H** day 100 post-injury. A1–H1 ScxGFP^+^ cell occurrence over time. A2–H2 Corresponding immunofluorescence images of αSMA and merged images (A3–H3). White dotted lines frame Achilles tendons; white asterisks mark nerves; white arrows mark double positive ScxGFP^+^/αSMA^+^ cells. C = calcaneus, IS = injury site. Scale bar: 200 µm (panels A-F); 100 µm (panels A1–H2); 20 µm (A3–F3). Quantitative analysis of ScxGFP^+^ (**C**) and αSMA^+^ (**D**) cells in percentage of total number of DAPI^+^ cells within Achilles tendon scars. ScxGFP imaging, αSMA staining and quantification were performed with *n* = 3–6 animals/genotype/time point; each animal represented by three tissue sections. Box plots show median ± interquartile range (IQR), statistical significance was assessed with 2-tailed unpaired parametric Student’s *t*-test, *p < 0.05, **p < 0.01. Empty dot represents female mouse; filled dot represents male mouse.

### At day 21 post-injury, *Tnmd*^*−/−*^ scars are characterized by larger chondrogenic template and higher number of pro-inflammatory macrophages, but lower BrdU^+^ cell count

At day 21, haematoxylin-eosin (HE) staining revealed the presence of a cartilage-like nodule adjacent to the enthesis, large blood vessels and nerve fibers running in the peritendinous space of the injured tendons (Fig. 2A, B). High magnification images showed chondrocytic cells (Fig. 2A1, B1), which was confirmed by type II collagen (COLII) deposition in the territorial ECM (Fig. 2C–D1). Quantitative analysis of the COLII^+^ areas revealed a tendency of larger cartilage template in the *Tnmd*^*−/−*^ group (Fig. 2E). Nerves and blood vessels were validated and quantified by neurofilament protein-heavy chain (NEFH) and collagen type IV (COLIV) stainings, but no genotype differences were detected (Supplementary Fig. 2A–F). Histological scoring [27] (Supplementary Table 1) suggested a tendency of inferior total scores for mutant compared to WT tendons (Supplementary Fig. 2G), which was in line with broader collagen III (COLIII)-rich regions, indicative of immature ECM in the *Tnmd*^*−/−*^ tendons monitored by Herovici staining (Supplementary Fig. 3A–B1). Collagen fiber arrangement analysis in the scar tissue revealed no apparent differences between *Tnmd*^*−/−*^ and WT (Supplementary Fig. 3C–D1). Next, we evaluated the incidence of pericyte, multipotent progenitors by immunofluorescent staining for CD146, but no significant difference in the number of CD146^+^ cells was detected between the genotypes (Supplementary Fig. 2H–J). Similarly to day 8 [26], at day 21 *Tnmd*^−^^*/−*^ scars contained significantly less BrdU^+^ cells (Fig. 2F, G), higher numbers of CD68^+^ macrophages (Fig. 2H–J) and less anti-inflammatory CD163^+^ macrophages (Fig. 2K–M). Lastly, the expression of 14 tendon-related gene markers (Supplementary Fig. 3E) was evaluated by qRT-PCR. The analysis revealed the significant downregulation of 9 of the genes, besides of *Scx*, in the *Tnmd*^*−/−*^ group, which might be indicative of delayed activation of tenogenesis in the scar (Supplementary Fig. 3F). In sum, the above data reveals that certain parameters were comparable between genotypes, but the absence of *Tnmd* in the proliferative stage of the tendon healing process leads to abnormal, rather pro-inflammatory macrophage profile and reduced cell proliferation suggesting overall soft tissue destruction favouring ectopic chondrogenesis.

**Fig. 2:**
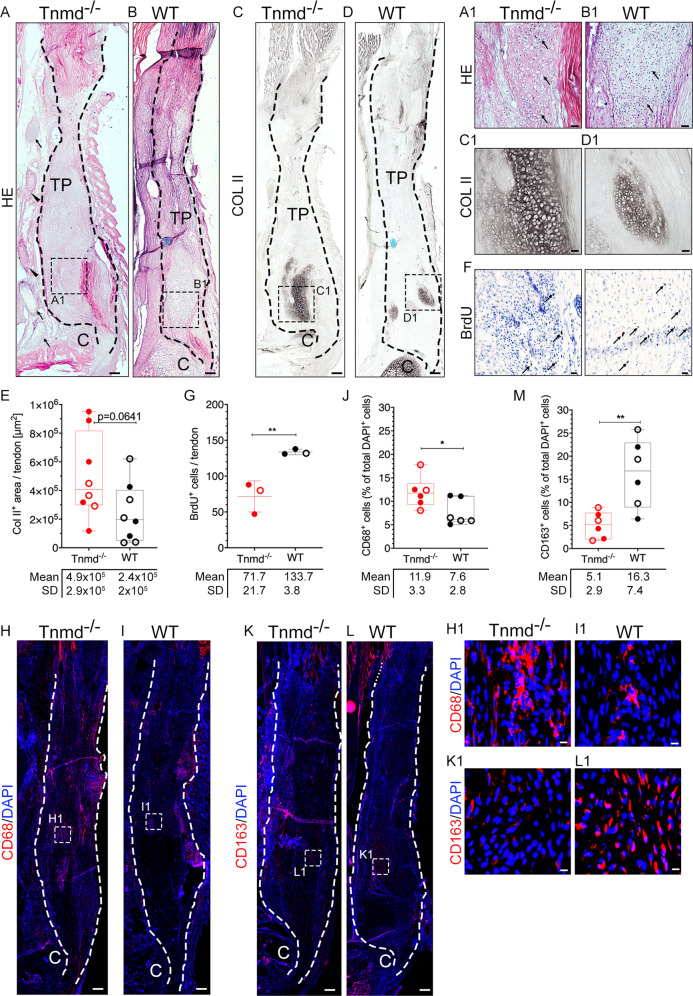
Comparison of tendon repair between *Tnmd*^*−/−*^ and WT mice at day 21 post-injury. **A**, **B** Representative mosaic HE and (A1, B1) higher magnification images. **C**, **D** Representative images and (C1, D1) higher magnification DAB images for type II collagen (COLII). **E** Quantification of COLII^+^ area/tendon. **F** BrdU staining and **G** quantification of BrdU^+^ cells/tendon. **H**, **I** Representative fluorescence images for CD68, (H1, I1) higher magnification images and **J** quantification of CD68^+^ cells. **K**, **L** Representative immunofluorescence staining for CD163, (K1, L1) higher magnification images and **M** quantification of CD163^+^ cells. Black and white dotted lines frame Achilles tendons; vessels and nerves in the peritendinous space are marked with black arrowheads and arrows, respectively; blue bright spot in **B** and **D**: cerclage 6-0 prolene suture material; black arrows in (F) mark BrdU^+^ cells. C = calcaneus, TP = tendon proper. Scale bar: 200 µm (panels A–L); 50 µm (panels A1–D1); 20 µm (panels F, H1–L1). Stainings and quantifications were performed with *n* = 3–8 animals/genotype; each animal represented by three mosaic tissue sections. Box plots show median ± IQR; statistical significance was assessed with 2-tailed unpaired parametric Student’s *t*-test, *p < 0.05, **p < 0.01. Empty dot represents female mouse; filled dot represents male mouse.

### The ECM of *Tnmd*^*−/−*^ tendons is distinguished by lower collagen fibril density concomitant with significantly thicker and atypically shaped collagen fibrils

Tendon ECM ultrastructure was investigated by transmission electron microscopy (TEM) and quantitative analyses of collagen fibril diameter distribution. At day 21, representative TEM images of injured *Tnmd*^*−/−*^ and WT Achilles tendons revealed hypercellularity, decreased fibril size and density, and broader gaps between cells and fibrils (Fig. 3A–B3) in comparison to the non-injured controls (Supplementary Fig. 4A–D1). Quantitative analyses showed that in the WT group the majority of the fibrils were clustered in the range of 10–50 nm diameters. In contrast, scattered and thicker collagen fibrils, reaching diameters of up to 340 nm, with irregular rough outlines were significantly enriched in the *Tnmd*^*−/−*^ tendons (Fig. 3A3, B3, E and F). This pattern of collagen fibril shift towards significantly large sizes in *Tnmd*^*−/−*^ was consistent in the injured setting at day 100 (Fig. 3C–D3, E, and F), as well as in the *Tnmd*^*−/−*^ contralateral tendons from day 21 (6 month-old) and 100 (9 month-old) (Supplementary Fig. 4A2–D2, E). In the late post-injury stage mineral deposits within the ECM and osteocyte-like cells, a sign of HO, were detected in both, *Tnmd*^*−/−*^ and WT injured tendons (Fig. 3C–D1). Taken together, the TEM imaging reproducibly demonstrated a *Tnmd*^*–/–*^-specific phenomenon, namely significant fibril thickening in both conditions, before and after injury, underpinning that *Tnmd* acts as a regulatory factor of collagen fibrillogenesis.

**Fig. 3:**
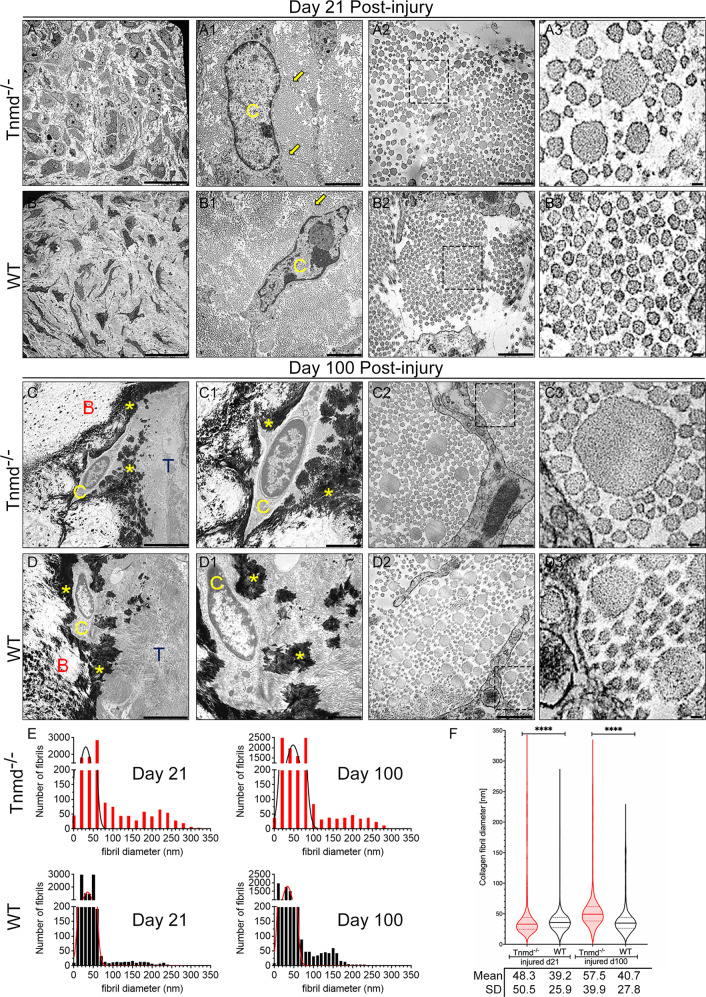
Transmission electron microscopy and collagen fibril diameter analysis of Achilles tendons at day 21 and 100 post-injury. **A**–**D** Representative 2000x, A1–D1 10000x and A2–D3 40,000x magnification images of injured *Tnmd*^*−/−*^ and WT Achilles tendons at day 21 and 100 post-injury. C = cell; B = bone; T = tendon; yellow arrow = cell protrusions; yellow asterisk = mineralized zones. Scale bars: 20 µm (panels **A**, **B**); 5 µm (panels **C**, **D**); 2 µm (A1–D1), 500 nm (panels A2–D3). **E** Histograms showing incidence of collagen fibril sizes. **F** Violin plot for collagen fibril diameter distribution, median ± IQR, statistical significance was calculated by 2-tailed unpaired nonparametric Mann–Whitney test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Day 21, *n* = 2 animals/genotype; day 100, *n* = 2 animals/genotype.

### Loss of *Tnmd* leads to significantly higher trauma-induced heterotopic ossification of Achilles tendon

At the late repair stage (day 100), HE staining revealed that the cartilage template was replaced with prevalent bone-like tissue located proximally of the entheses (Fig. 4A). Moreover, histological scoring [27] (Supplementary Table 1) showed significantly inferior values for the mutant group (Fig. 4B). The most remarkable differences were regarding larger bone nodules containing trabecular space, poorer cell alignment in the fibrous regions of the tendon and looser ECM judged by faint Eosin staining. To exclude dystrophic calcification we performed immunofluorescence staining with the osteogenic marker osteopontin (OPN) (Fig. 4C–D1) which demonstrated broader OPN^+^ domain and higher protein levels in the *Tnmd*^*−/−*^ group. In the bone nodules, sparse double positive ScxGFP^+^/OPN^+^ cells were visible (Fig. 4C2–D2”). Next, to precisely quantify if the HO was higher in the injured *Tnmd*^*−/−*^ tendons we employed µCT scanning and quantification. First, scans of contralateral and non-injured, control tendons showed in the 9-month old animals age-related occurrence of a scarce in-tendinous HO, which was comparable between the genotypes (Supplementary Fig. 5A–D). With regards to the injured setting, longitudinal and cross-sectional representative images demonstrated a bipolar HO distribution in the tendon with the enthesial-adjacent site pervading the myotendinous junction (MTJ)-adjacent site (Fig. 4E). Total HO surface in the injured *Tnmd*^*−/−*^ tendons was significantly higher than the WTs (Fig. 4F) and similar tendency was observed for total HO volume (Fig. 4G). The measured HO surface at the enthesis was significantly increased in *Tnmd*^*−/−*^ injured tendons compared to WT (Fig. 4H), while the MTJ-adjacent HO surface was comparable between the genotypes (Fig. 4I). In order to disregard that *Tnmd*-deficiency affects bone quality, regional calcaneal and tibiofibular bone volume and surface of specimens from the same groups were quantified and no significant differences were detected (Supplementary Fig. 5E–I). Lastly, qRT-PCR analysis revealed a significantly higher mRNA levels of the majority of assessed genes in *Tnmd*^*−/−*^ tendons (Supplementary Fig. 3G), which might be indicative of still ongoing tenogenesis. Hence, these results report for the first time that lack of *Tnmd* causes overall worsening of the late stage of tendon repair process coupled with significantly augmented trauma-induced HO.

**Fig. 4:**
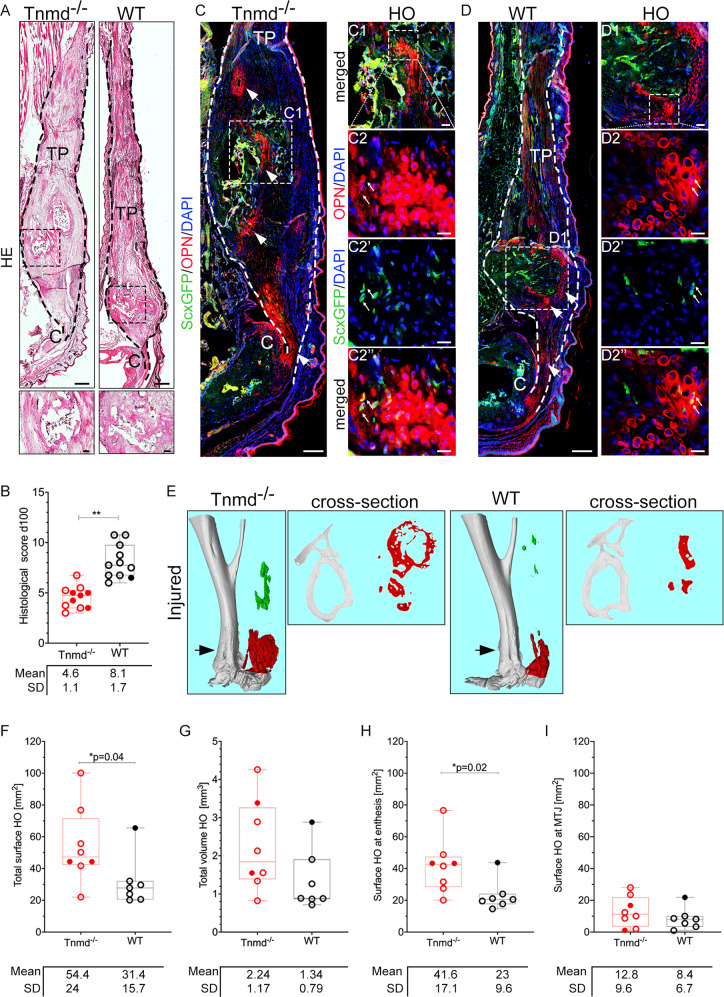
Comparison of tendon repair between *Tnmd*^*−/−*^ and WT mice at day 100 post-injury. **A** Representative HE mosaic images (bottom panel, higher magnification). **B** Histological scoring at 100 days post-injury. **C**, **D** Representative fluorescent images and C1–D2” higher magnification images of Osteopontin (OPN)-staining of *Tnmd*^*−/−*^ *ScxGFP* and WT *ScxGFP* tendons. Black and white dotted lines frame Achilles tendons; white arrows in **C**, **D** mark OPN^+^-stained regions. White arrows in C2–D2” mark double positive *ScxGFP*^+^/ OPN^+^ cells. C = calcaneus, TP = tendon proper. Scale bar: 200 µm (**A** panel); 100 µm, (**C**, **D** panels); 50 µm (C1, D1 panels); 20 µm (C2–D2” panels). **E** Representative longitudinal and cross-sectional µCT scans at day 100 post-injury. Quantification of total HO surface and volume (**F**, **G**), HO surface at the enthesis (**H**), and MTJ (**I**) in Achilles tendons 100 days post-injury. Histological scoring and µCT was performed with *n* = 7–11 animals/genotype. OPN staining was performed with *n* = 3 animals/genotype, each animal represented by three tissue sections. Box plots show median ± IQR; statistical was evaluated by 2-tailed unpaired parametric Student’s *t*-test for histological scoring, and unpaired non-parametric Mann–Whitney U test for µCT analysis, *p < 0.05, **p < 0.01. Empty dot represents female mouse; filled dot represent male mouse.

### *Tnmd*^*−/−*^ tendons are naturally stiffer and display significantly increased static and dynamic Elastic moduli; post-injury, tendon viscoelastic properties are profoundly weakened in both genotypes

We subjected non-injured, control and injured *Tnmd*^*−/−*^ and WT Achilles tendons to a viscoelastic biomechanical testing at day 100 post-injury (Supplementary Fig. 6A, B: testing apparatus and protocol, and 6C–F representative force-displacement curves). Cross-sectional tendon areas were measured and significantly larger values were obtained for the injured tendons compared to the controls, but no significant differences were detected between the genotypes (Fig. 5A). Next, dynamic Elastic modulus was measured at 3 different strain levels (4%, 6% and 8%) revealing significantly higher values at each deformation level in control *Tnmd*^*−/−*^ tendons compared to WT (Fig. 5B). Upon injury, dynamic E-modulus decreased considerably compared to non-injured controls, but a genotype difference was still detectable at 8% strain (Supplementary Fig. 6G). Furthermore, we evaluated the static E-modulus and yet again, the values in control *Tnmd*^*−/−*^ tendons were significantly higher than in the WT. At day 100 post-injury, this parameter showed significant and comparable 2-fold decrease in both genotypes (Fig. 5C). We also measured the load required to produce tissue failure, and found a significant difference towards lesser load inducing failure in the injured groups, but our biomechanical system did not detect significant changes between the control groups (Supplementary Fig. 6H). Lastly, similar to the static E-modulus, control *Tnmd*^−/−^ tendons exhibited a strong tendency (*p* = 0.0543) to be stiffer than WT tendons (Fig. 5D). Irrespective of genotype, injury led to significant loss of tissue stiffness at day 100 that might relate to the observed trauma-induced tendon HO at this stage. Because of the significantly impaired tendon biomechanical properties upon injury, as well as the differences in the contralateral Achilles tendons, we tested the tissue functionality by allowing *Tnmd*^*−/−*^ and WT mice to voluntarily undertake overnight running at day 100 post-injury (Fig. 5E). We detected a significantly lower running distance in *Tnmd*^*−/−*^ animals, which we attributed to their significantly stiffer and hence inefficient contralateral tendons compared to WTs (Fig. 5F). Altogether, we demonstrate a profound decline in tendon viscoelastic properties at the late stage of Achilles tendon healing concomitant with diminished running behavior of the *Tnmd*^*−/−*^ group; moreover, non-injured *Tnmd*-deficient tendons are stiffer and exhibit increased resistance to elastic deformation and reduced capacity to store muscle-generated energy. All in all, in Fig. 5G we provide a graphical synopsis of the major phenotypic changes in *Tnmd*-deficient mice over the time course after injury.

**Fig. 5:**
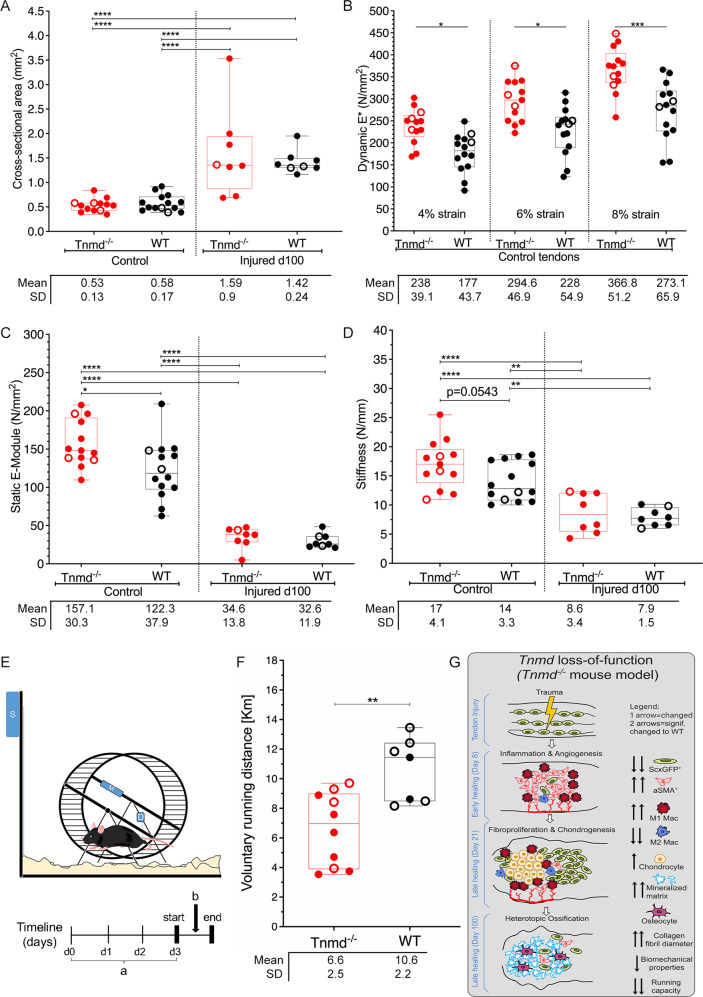
Viscoelastic biomechanical testing of non-injured, control and injured Achilles tendons, and voluntary running tests at day 100 post-injury. **A** Cross-sectional area of non-injured, control and injured Achilles tendons. **B** Dynamic Elastic modulus in control Achilles tendons at 4%, 6% and 8% strain. **C** Static Elastic modulus and **D** stiffness of non-injured, control and injured Achilles tendons. Biomechanical testing was performed with *n* = 8–14 animals/genotype. Box plots show median ± IQR; statistical analysis was performed with one-way ANOVA and Bonferroni post-hoc test. **E** Test setup (upper drawing) and timeline (bottom drawing) for voluntary running tests. **F** Recorded running distance; tests were performed with *n* = 7–10 animals/genotype. Box plots show median ± IQR; statistical significance assessed with 2-tailed unpaired parametric Student’s *t*-test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Empty dots represent female mouse; filled dots represent male mouse. **G** Graphical synopsis of the major phenotypic changes in *Tnmd*^*−/−*^ animals over the time course after injury.

### Pilot single cell RNA-sequencing analysis reveals a significant transcriptomic shift between *Tnmd*^−^^*/−*^*ScxGFP*^*+*^ and WT *ScxGFP*^*+*^ cells

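Single ScxGFP+ cells were picked with a micromanipulator after collagenase digestion of non-injured Achilles tendons, and their RNA was amplified by Smart-Seq2, a protocol that reads cDNA along the whole transcript and tags no molecules. ScxGFP is a fluorescent reporter of the tendon transcription factor Scx. The count table holds 12 cells, 6 Tnmd−/− ScxGFP+ and 6 WT ScxGFP+. For each of 55418 gene symbols the authors deposited the raw number of reads per cell that mapped uniquely to its exons, counted with featureCounts after alignment with STAR to GRCm38 (Ensembl 96). The counts carry no normalization and no correction for degradation. Cells are named here by the number of the picked cell. The labels name no animal for a cell, so each genotype was taken as 1 sample. There are therefore no replicates, no test was made between genotypes, and the cells are described by their range. Counts were divided by the total and multiplied by 1000000 (CPM), with the total either of a cell or of the sum over a genotype. Intervals on sums of counts are exact Poisson intervals and those on shares and ratios come from exact binomial (Clopper-Pearson) intervals, all at 95%. They cover counting error only, because amplified reads without molecular identifiers are not independent molecules. The annotation bar of Fig. 6B marks cells 9, 10 and 20 of the Tnmd−/− cells and cells 4, 5 and 10 of the WT cells as less degraded. The remaining 3 cells of each genotype are marked as more degraded, so values are also given within each level.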

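Between 892713 and 10333351 reads per Tnmd−/− cell were counted on genes (median 6026580), and between 4516036 and 13613080 per WT cell (median 9005430). The sums over the genotypes were 35088506 and 53439236. Less degraded cells held 6742665 to 13613080 counts and more degraded cells 892713 to 5991316. At least 1 count was seen for 4339 to 5062 genes in the Tnmd−/− cells and for 3505 to 5636 genes in the WT cells. With every cell thinned at random to 892713 counts, the total of the shallowest cell, the ranges were 3236 to 4339 and 2155 to 3837 genes. Mitochondrial genes took 51.8% of the counts of Tnmd−/− cell 3 and between 1.75% and 7.30% in the other 11 cells.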

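Tnmd (ENSMUSG00000031250, chromosome X of GRCm38 from 133850980 to 133865577) was read first in every cell. Its sum was 8 counts in the Tnmd−/− cells (Poisson interval 3.45 to 15.8), with 5, 2 and 1 in cells 20, 9 and 1, and 10185 counts in the WT cells (9988 to 10385). WT cell 14 gave 99.9% of the latter, WT cell 2 gave 7 counts, and the other WT cells had none. The pooled log2 ratio, the CPM of the Tnmd−/− sum over that of the WT sum, was −9.71 (−10.92 to −8.73), and it was 0.67 without WT cell 14 and −10.81 without Tnmd−/− cell 20. In the less degraded cells Tnmd had 7 counts in the Tnmd−/− and 0 in the WT cells. At this depth Tnmd thus separated WT cell 14 from the rest, but did not separate the other WT cells from the Tnmd−/− cells. Scx (ENSMUSG00000034161, chromosome 15 from 76457452 to 76459458) had 3 counts in the Tnmd−/− cells, all in cell 7, and 2074 in the WT cells, a pooled log2 ratio of −8.83 (−11.11 to −7.28). Without WT cell 4 it was −7.68. With cells weighted equally the Scx ratio was smaller, −5.72 on CPM, −3.38 with TMM factors and −2.38 with DESeq2 size factors. The size factor of Tnmd−/− cell 7, which holds all 3 counts, was 0.0319, against 4.32 in cell 10, and its TMM factor 0.225. Both ratios therefore rest on how this shallow cell was scaled. Within the less degraded cells, with 0 counts against 1900, the Scx bound was −8.83. Within the more degraded cells the ratio was −4.87, from 3 counts against 174, all of the latter in WT cell 1. At least 10 Scx counts were seen in 3 of 6 WT cells and in 0 of 6 Tnmd−/− cells. Of 9 lists of cell type markers fixed beforehand, that of tendon fibroblasts summed to 52542 CPM in the Tnmd−/− and 70388 CPM in the WT cells, most of it from Dcn with 40010 and 56340 CPM. The cartilage list summed to 711 and 65.2 CPM, and Acan gave 556 and 28.3 CPM of these. Acan reached 10 counts in 2 of 6 Tnmd−/− cells, with 8768 in cell 9 and 10741 in cell 10, and in 3 of 6 WT cells, with 1130 in cell 2, 354 in cell 10 and 20 in cell 4. The sums were 4.76 and 0.0561 CPM for endothelial, 0.342 and 0 CPM for immune, 0.370 and 0 CPM for glial, 0.883 and 0.0374 CPM for skeletal muscle, and 0 and 0.0561 CPM for adipocyte markers. Few Tnmd−/− cells made these sums. Endothelial markers were at 30.9 CPM in cell 1 and 1.99 CPM in cell 3, and absent from the other Tnmd−/− cells. Glial counts all lay in cell 10, at 1.26 CPM. Skeletal muscle markers were highest in cell 3 with 14.6 CPM and cell 7 with 6.72 CPM. Mural and red blood cell markers had 0 counts in both genotypes.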

To fish out potential transcriptomic alterations driven by the absence of *Tnmd* in tendon lineage cells, we subjected *Tnmd*^*−/−*^ ScxGFP^+^ and WT ScxGFP^+^ cells, isolated from non-injured Achilles tendons, to single cell RNA-sequencing (scRNA-seq) analysis. A total of 1278 significantly differentially expressed genes (DEGs) were identified between the genotypes by DESeq2-analysis. 

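The count of DEGs was not recomputed, since a test between genotypes would take the cells as replicates. The spread of the pooled log2 ratio is described in its place, over the 9768 genes with at least 20 counts in all 12 cells together and with 1 CPM added to both sums. From the lowest to the highest decile the ratio ran from −4.69 to 4.40, a width of 9.09. Adding 5 CPM moved this width most, to 5.54. Between genotypes the width was 9.27 within the less degraded cells and 10.53 within the more degraded cells. Between the degradation levels of a single genotype, less over more degraded, it was 10.03 in the Tnmd−/− and 9.47 in the WT cells. These comparisons within levels and within genotypes set 3 cells against 3. A gene with at least 10 counts in any cell reached that level in a median of 2 of the 12 cells. For 39.4% of these 9681 genes it did so in a single cell, and for 2.20% in all 12.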

Volcano plot revealed that 529 DEGs were upregulated and 749 DEGs were downregulated in the *Tnmd*^*−/−*^ cells compared to the WTs (Fig. 6A). 

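By a rule fixed beforehand, the genes with the largest pooled ratios were taken among those with at least 50 CPM in the higher genotype and at least 10 counts in at least 5 of its 6 cells. Higher in the Tnmd−/− cells were Ints2 with a log2 ratio of 10.52 (8.97 to 12.80), Wwc2 with 10.18 (8.96 to 11.81), Myo1e with 7.31 (6.92 to 7.72), the lincRNA Gm26917 with 7.00 (6.74 to 7.27) and Aftph with 6.90 (6.61 to 7.20). Ints2 rested on 2897 counts against 3, and Wwc2 on 3817 against 5. Lower in the Tnmd−/− cells were Rtf2 with −9.82 (−10.83 to −8.98), Traf3 with −9.55 (−10.86 to −8.51), Hccs with −9.53 (−11.15 to −8.30) and Spin1 with −8.87 (−9.71 to −8.15). Of the exon bases of Hccs, 25.9% are shared with Arhgap6. Of the genes named, all but Aftph are in Table S3. Each kept its sign in both degradation levels, the smallest ratio being 1.89 for Myo1e in the more degraded cells. Over all 9768 genes the ratio within the less degraded cells and the ratio within the more degraded cells had a rank correlation of −0.036. Over the 3191 genes with at least 10 counts in at least 4 cells it was 0.062. Both are correlations across genes, which are not independent replicates.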

Heat map (Fig. 6B) of the top 100 significant DEGs pointed out gene targets such as ninjurin-1 (*Ninj1*), E2F-associated phosphoprotein *(Eapp)*, reticulocalbin-3 *(Rcn3)*, serpin H1 *(Serpinh1)*, spinlin-1 *(Spin1)* and secreted protein acidic and cysteine rich *(Sparc)*, to be significantly downregulated in *Tnmd*^*−/−*^ group. These genes are linked to regulatory mechanisms of cell adhesion, proliferation, apoptosis and collagen synthesis. In contrast, cyclin-D-binding Myb-like transcription factor 1 (*Dmtf1*), E3 ubiquitin-protein ligase *Rnfl130* and *Rnfl167*, glycosaminoglycan xylosylkinase (*Fam20b*) and the constitutive coactivator of PPAR-gamma-like protein 1 (*Fam120b*) were significantly upregulated in *Tnmd*^*−/−*^ cells (Fig. 6B, Supplementary Table 3). These genes play roles in negative regulation of cell cycle, senescence, proteoglycan expression and adipose cell differentiation. 

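Ninj1 (chromosome 13 of GRCm38, 49187485 to 49196244) had 1 count in the Tnmd−/− cells and 5896 in the WT cells, a pooled log2 ratio of −11.92 (−17.22 to −9.44). Without Tnmd−/− cell 9, which held that count, the bound was −9.83. The 3 less degraded WT cells held 5895 of these counts, and in the more degraded cells neither genotype had more than 1 count. Eapp (chromosome 12, 54670340 to 54695897) had 4 and 4414 counts, a ratio of −9.50 (−11.38 to −8.14), which was −10.46 without Tnmd−/− cell 7, with at least 10 counts in 4 of 6 WT cells. Rcn3 (chromosome 7, 45082913 to 45092221) had 14 and 14956 counts, a ratio of −9.45 (−10.33 to −8.71), with at least 10 counts in 3 of 6 WT cells. WT cell 14 gave 57.9% of them, without it the ratio was −8.33, and 16.9% of the exon bases of Rcn3 are shared with Gm45669. Serpinh1 (chromosome 7, 99345376 to 99353239) had 27 and 6905 counts, a ratio of −7.39 (−7.99 to −6.85), and 22 of the 27 lay in Tnmd−/− cell 7. Without this shallow cell the ratio was −9.79, while with equal cell weights, in which it counts as much as the deeper cells, it was −5.12, with TMM factors −2.83 and with DESeq2 size factors −2.16. Spin1 (chromosome 13, 51100880 to 51152546) had 15 counts in the Tnmd−/− and 10693 in the WT cells, and WT cell 2 gave 61.9% of the latter, without which the ratio was −7.61. Without Tnmd−/− cell 3 it was −9.71. With DESeq2 size factors Eapp and Spin1 had ratios of −4.19 and −4.36. Within the less degraded cells the ratios were −10.36 for Eapp, −8.82 for Rcn3, −10.31 for Serpinh1 and −10.40 for Spin1. Within the more degraded cells they were −7.56, −10.09, −6.08 and −8.06 in the same order. Sparc (chromosome 11, 55394500 to 55423183) had at least 10 counts in all 12 cells, and its sums were 1021 CPM in the Tnmd−/− and 2443 CPM in the WT cells. Its pooled ratio was −1.26 (−1.28 to −1.24), within the less degraded cells −1.99 and within the more degraded cells 0.082. Tnmd−/− cell 1, a more degraded cell, gave 51.7% of the Sparc counts of its genotype, and without this cell the pooled ratio was −2.07.

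**Figure D1:**
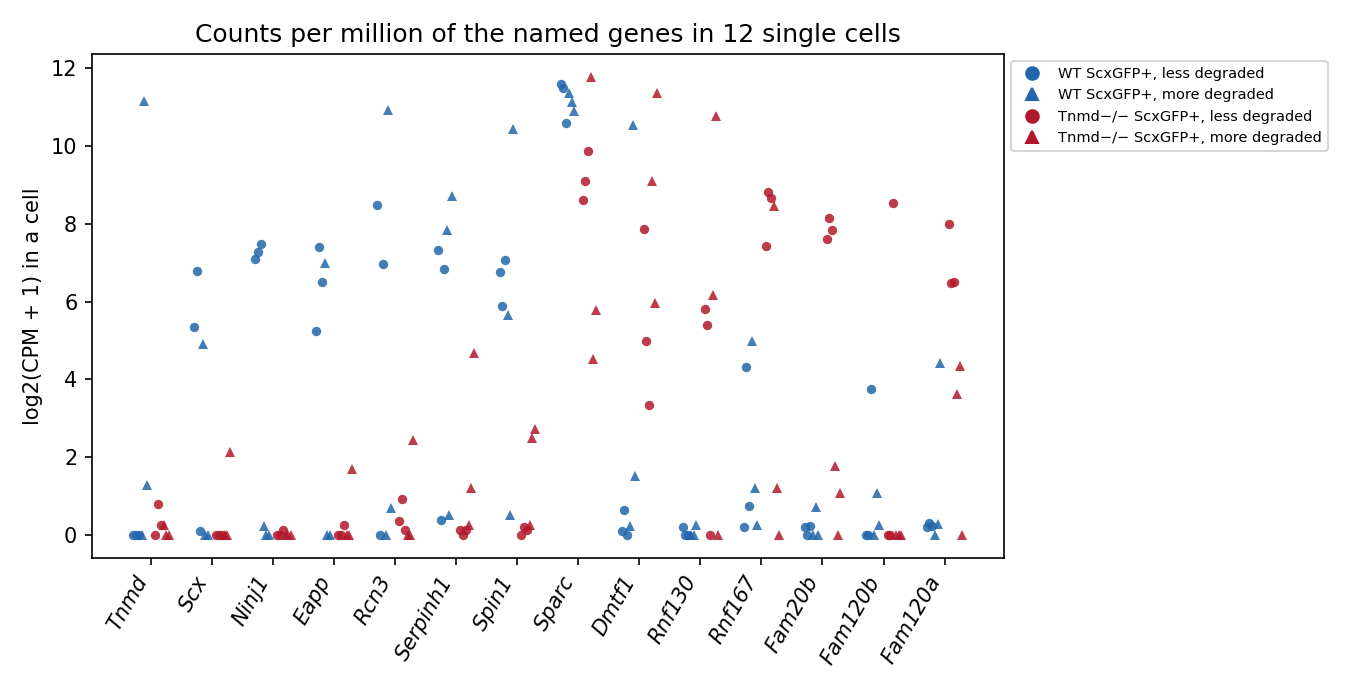
Expression of Tnmd, Scx and the genes named from Fig. 6B in each cell, as log2(CPM + 1) with 1 CPM added, for 6 WT ScxGFP+ (blue) and 6 Tnmd−/− ScxGFP+ cells (red). Each symbol is 1 cell, a circle for less and a triangle for more degraded cells, and most genes are near 0 in some cells of the genotype in which they are higher.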

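Dmtf1 (chromosome 5 of GRCm38, 9118801 to 9161776) had 8015 counts in the Tnmd−/− cells, with at least 10 in each of the 6, and 6676 in the WT cells. WT cell 14 gave 99.7% of the WT counts. The pooled log2 ratio was 0.87 (0.82 to 0.92), within the less degraded cells 8.87, within the more degraded cells 0.67, and without WT cell 14 it was 9.28. Rnf130 (chromosome 11, 50025346 to 50104758) had 3815 counts against 3, a ratio of 10.92 (9.37 to 13.20), with at least 10 counts in 4 of 6 Tnmd−/− cells. Tnmd−/− cell 3 gave 68.2% of them, and without it the ratio was 9.33. Without WT cell 10 it was 12.08. Rnf167 (chromosome 11, 70647235 to 70651421) had 10834 and 439 counts, a ratio of 5.23 (5.09 to 5.37), with at least 10 counts in 4 of 6 Tnmd−/− and 2 of 6 WT cells. It was 5.97 without WT cell 4 and 5.85 without WT cell 1. Fam20b (chromosome 1, 156678532 to 156719086) had 6290 and 7 counts, a ratio of 10.42 (9.37 to 11.73), which was 11.09 within the less and 3.21 within the more degraded cells, and 11.10 without WT cell 14. Fam120b (chromosome 17, 15396202 to 15433583) had 3784 counts in the Tnmd−/− cells, every one in cell 9, and 156 in the WT cells, a ratio of 5.21 (4.98 to 5.45). Without Tnmd−/− cell 9 the gene had 0 counts in the Tnmd−/− cells. WT cell 5 gave 96.2% of its WT counts, and without it the ratio was 9.54. Table S3 lists Fam120a (chromosome 13, 48879219 to 48968017) and not Fam120b. Fam120a had 4227 and 106 counts, a ratio of 5.92 (5.65 to 6.22), with at least 10 counts in 5 of 6 Tnmd−/− cells. WT cell 2 gave 92.5% of its WT counts, and without that cell the ratio was 9.52. Without Tnmd−/− cell 10 it was 5.03. The ratio was 9.68 within the less and 0.84 within the more degraded cells. Within both levels in turn, Rnf130 had ratios of 9.19 and 12.53, and Rnf167 of 5.66 and 4.27.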

Gene ontology (GO) analysis (Fig. 6C–E) of only the significantly DEGs showed enrichment of gene clusters under biological process (BP), molecular function (MF) and cellular component (CC). 

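The GO terms were not rerun. For groups of genes under the terms that Fig. 6 names, 9 lists of symbols were written by hand before the data were examined, and their genes with at least 20 counts in all cells together were described by the median pooled log2 ratio, with 1 CPM added. Its percentile was taken among 10000 random lists of the same size, matched in 20 bins of mean expression. The percentile places the list among the genes of these 12 libraries and is not a test between genotypes. The list of cell adhesion genes held 34 such genes, 8 higher and 26 lower in the Tnmd−/− cells. Its median was −0.64 at percentile 2.93, where the central 95% of random lists lay between −0.66 and 0.81. With the 5 genes at 0 counts in one genotype set to their bound against 3 counts in the sum, the median was also −0.64. Here and below, medians with genes at their bounds were taken without added CPM. It was −0.32 within the less degraded cells and −0.05 within the more degraded cells. Leaving out Tnmd−/− cell 9 moved it most, to −1.33. By the ratio without added CPM the lowest member was Ninj1, and the next, Itga2, had 2 and 2790 counts, the WT counts reaching 10 in a single cell. The highest was Spock1 with 3216 counts against 3, at least 10 of them in only 1 Tnmd−/− cell. Members of this list reached 10 counts in a median of 5 of the 12 cells.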

For BP, the top 10 enriched terms included “signaling”, “cell surface receptor signaling pathway”, “cell adhesion”, “cell communication” and “circulatory system development” (Fig. 6C). For MF (Fig. 6D), “protein domain specific binding”, “phosphotransferase activity” and “purine and adenyl nucleotide binding” scored in the top 10 enriched terms. 

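The list of protein kinase genes, standing for phosphotransferase activity, held 73 genes with at least 20 counts. Of these, 39 were higher and 34 lower in the Tnmd−/− cells. The median pooled log2 ratio was 0.17 at percentile 66.9, with random lists between −1.07 and 0.90, and 0.18 with 9 genes set to their bounds. Within the less and the more degraded cells it was 0.05 and 0.33, and without Tnmd−/− cell 20 it was −0.17. By the ratio without added CPM Map2k4 was lowest with 1 and 2593 counts, and Araf highest with 1456 and 1 counts. In each case the counts reached 10 in a single cell.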

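The list of cell junction genes held 25 genes with at least 20 counts, 9 higher and 16 lower in the Tnmd−/− cells. Its median pooled log2 ratio was −1.54 at percentile 1.37, and random lists lay between −1.36 and 1.39. With 4 genes set to their bounds the median was −1.59. It was −0.054 at percentile 17.1 within the less degraded cells and 0.16 at percentile 50.5 within the more degraded cells, so the position of the pooled value was not seen within either level. Without WT cell 1 it was −0.15, and in 9 of the 12 cases with a cell left out the median lay within the central 95% of random lists. The lowest member by the ratio without added CPM, Cgnl1, had 1 and 1324 counts, with at least 10 in 2 WT cells, and the highest, Jam3, had 2322 and 3 counts, with at least 10 in 1 Tnmd−/− cell. Members reached 10 counts in a median of 2 of the 12 cells.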

For CC, terms related to “cell periphery”, “plasma membrane bounded cell projection” and “anchoring and cell junction” were among the top 10 enriched terms (Fig. 6E). When subjecting all DEGs to Kyoto Encyclopedia of Genes and Genomes (KEGG) signaling pathway analysis, hits on “Hippo and Wnt-signaling cascades”, “metabolic and insulin signaling pathways”, and “chemokine and receptor signaling pathways” were uncovered (Fig. 6F). 

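KEGG terms were likewise not rerun, and 4 of the lists stood for these pathways. Hippo genes (25 with at least 20 counts) had a median pooled log2 ratio of −0.84 at percentile 5.26, with 9 genes higher and 16 lower in the Tnmd−/− cells. The median was −1.12 within the less and 0.33 within the more degraded cells, and 0.19 without WT cell 5. By the ratio without added CPM Wwc2 was the highest member, and Lats1 the lowest with 2 and 1002 counts, the latter reaching 10 in a single WT cell. Wnt genes (36) had a median of 0.11 at percentile 50.3, with 18 higher and 18 lower, and it was −1.07 without Tnmd−/− cell 9 and −0.89 at a minimum of 100 counts. Among them Dkk3 had 10 and 9565 counts and Lrp5 1943 and 1 counts, which lay at 10 or more in 4 WT cells and in 1 Tnmd−/− cell. Insulin signaling genes (30) had a median of 0.67 at percentile 84.9, with 18 higher and 12 lower. Without Tnmd−/− cell 9 this median was −0.21. Over all cells the median was 1.34 without added CPM and with 5 genes set to their bounds. Random lists, with an upper end of 1.30, had 1 CPM added and no bounds, so 1.34 cannot be placed among them. Chemokine signaling genes (24) had a median of −0.01 at percentile 41.3, with 12 higher and 12 lower, and 0.47 without WT cell 14. Ccl25 had 2 and 2785 counts and Ikbkb 4682 and 4 counts, at 10 or more in 3 WT cells and in 4 Tnmd−/− cells. At their bounds the Hippo, Wnt and chemokine medians were −0.85, 0.11 and −0.01.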

In sum, this very novel scRNA-seq data demonstrates that loss of *Tnmd* results in profound gene expression changes in tendon lineage cells from the non-injured Achilles tendon setting. It also suggests unprecedented signaling pathways involving indirectly or directly *Tnmd* and strongly urges for follow up analyses on tendon lineage cells from the injured setting.

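Expression profiles of the 12 cells were compared by the rank correlation of log2(CPM + 1) across the 9768 genes, which are not independent replicates. Pairs of cells of the same genotype had a median correlation of 0.333 over 30 pairs (0.253 to 0.593). For 36 pairs of different genotypes the median was 0.349 (0.264 to 0.556). Within a degradation level the medians were 0.342 and 0.354. Over the 500 most variable genes they were 0.035 for the same genotype and 0.099 for different genotypes. From the genes called differentially expressed between the cells and from the terms enriched among them, the paper concludes that loss of Tnmd changes gene expression in tendon lineage cells of the non-injured Achilles tendon.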

**Fig. 6:**
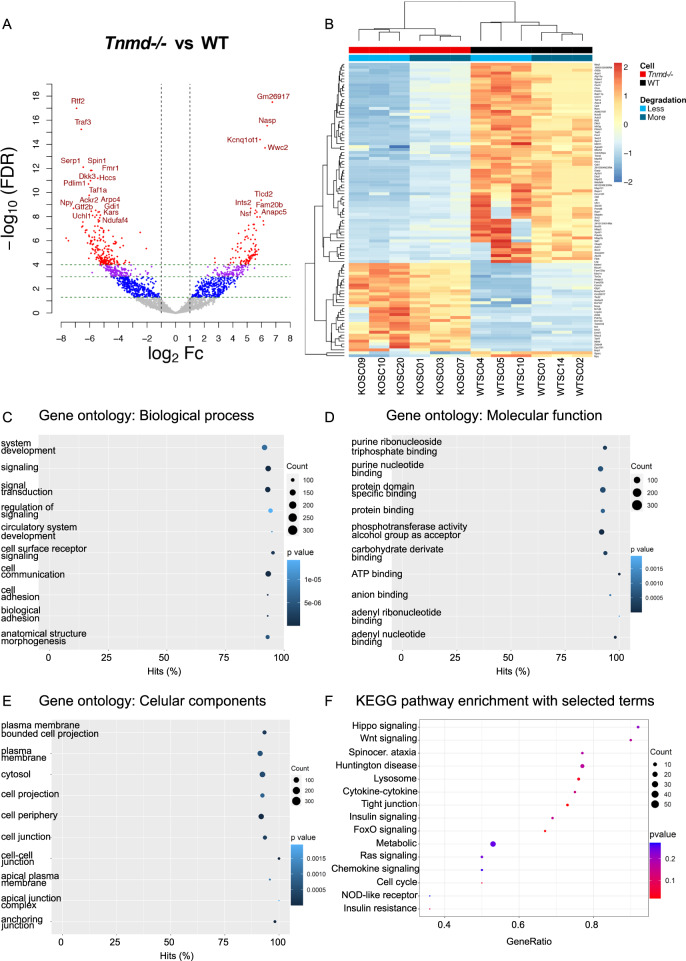
Single cell RNA-sequencing of *Tnmd*^*−/−*^ ScxGFP^+^ and WT ScxGFP^+^ cells isolated from non-injured Achilles tendons. **A** Volcano plot shows –Log_10_FDR i.e. adjusted p-value and Log_2_Fc expression values of all genes, each dot represents a gene. Significantly differentially expressed genes (DEGs) (–Log_10_FDR < 0.05 and |Log_2_ Fc | > 1) are highlighted in color other than gray. Vertical lines present the Log_2_Fc threshold equaling 1 or −1; genes outside these lines are DEGs with at least 2-Fc. The horizontal lines show –Log_10_FDR corresponding to FDR thresholds of 0.05, 0.001 and 0.0001 from the bottom respectively. Red, purple and blue dots represent the significant DEGs with 2-Fc and –Log_10_FDR < 0.0001, –Log_10_FDR < 0.001 and –Log_10_FDR < 0.05 respectively. Gray dots are neither significant nor have expression above 2-Fc. **B** Heat map depicting the Log_2_CPM expression value of selected top 100 significant DEGs. Top 100 genes with lowest q-value are depicted. Genes are colored according to their Log_2_CPM expression values. Clustering on the top is based on cell type and degradation level. **C**–**E** GO enrichment analysis of the significantly DEGs; results are depicted in dot plot format where top 10 enriched ontology terms are listed on *y*-axis and the percentage of hits (number of DEGs/number of background genes associated to each term) are indicated on x-axis. Dots size represents the count of DEGs associated with each term, whilst the color shows the enrichment *p*-value. Top enriched terms from **C** Biological Process, **D** Molecular Function and **E** Cellular Component. **F** KEGG signaling pathway analysis of the significant DEGs in dot plot format; *y*-axis shows top 15 enriched pathways; x-axis indicates gene ratio (number of DEGs/number of background genes associated to each term). Dots size is based on the number of DEGs that were associated with each term, whilst the color shows the *p*-value of enrichment.

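For each of the 100 genes of Table S3, 30 listed as raised and 70 as lowered, the pooled log2 ratio was taken from the raw counts. All 100 had the listed sign over all cells and within the less degraded cells. Within the more degraded cells 94 had enough counts for a ratio and 83 of these had the listed sign. The list was selected on these same cells, so this count is no independent evidence. Leaving out each cell in turn gave 99 to 100 genes with the listed sign. The median ratio was 9.42 for the raised and −8.75 for the lowered genes. In the genotype listed as higher, a gene had at least 10 counts in a median of 4 of the 6 cells, from 2 to 6. In the genotype listed as lower, 57 genes had at least 10 counts in no cell. Only 4 genes had at least 10 counts in all 6 cells of the higher genotype, and none of these 4 was below 10 counts in all 6 cells of the other. Ratios furthest from the paper's listed log2 fold change were those of Ninj1, Dpy19l1 with 11.71 (2196 and 1 counts), Rnf130, Mfap1b with −10.73 (2 and 5170 counts) and Nsf with 11.16 (4518 and 3 counts). They rest on 1 to 3 counts in the lower genotype. With sums below 3 counts raised to 3, a choice made after the values were seen, Ninj1 (−10.33) and Dpy19l1 (10.12) were no longer among the 5 furthest.

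**Figure D2:**
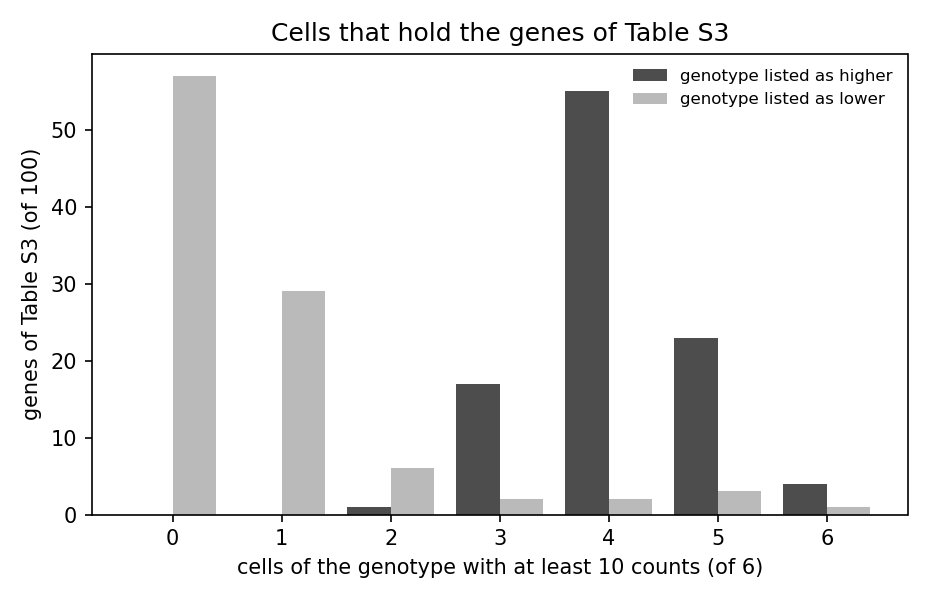
Number of the 100 genes of Table S3 (vertical axis) by the number of cells, of 6, in which the gene had at least 10 counts (horizontal axis), for the genotype listed as higher (dark bars) and as lower (light bars). In the genotype listed as higher 55 genes reached 10 counts in 4 cells, and in the other 57 genes reached it in no cell.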

## Discussion

HO is an aberrant repair process involving ectopic bone formation in response to tendon tissue trauma [16]. First, local tissue destruction and inflammation are initiated followed by activation and proliferation of fibroblastic cells, which in turn can differentiate into chondrocytes and osteoblasts, thereby resulting in HO with adverse effects to the tendon structure, strength and function [33]. Despite the clinical relevance of trauma-induced tendon HO [3, 4], the evolution of cell populations as well as the molecular mechanisms of HO have not been fully elucidated. Here, we challenged *Tnmd*-knockout mice with complete Achilles tenotomy and we hypothesized *Tnmd* to be a protective factor of trauma-induced HO in tendon based on: (i) loss of *Tnmd* results in augmented fibrovascular scar tissue during early tendon healing [26]; (ii) *Tnmd*-deficiency is associated with aging-related mineralization of the chordae tendineae cordis [34]; and (iii) double knockout of *Tnmd* and its homolog chondromodulin I (*Chm1*) leads to ectopic appearance of hypertrophic chondrocytes and osteoblasts in intervertebral disc [35].

Our results demonstrated that the absence of *Tnmd* alters the interplay between ScxGFP^+^ tendon lineage cells and αSMA-expressing myofibroblastic cells. We detected 8 days after injury only minor numbers of ScxGFP^+^ cells being located in the scar lesions, which is consistent with other studies [12, 36]. During the later repair stages, ScxGFP^+^ cells increased although their numbers were significantly less in *Tnmd*^*−/−*^ than WT scars. Tnmd might directly influence the tendon lineage cells, since it has been shown to regulate tendon cell density, proliferation and senescence in vivo and in vitro [20, 22, 26]. Interestingly, we detected significantly more αSMA^+^ cells in day 8 *Tnmd*^*−/−*^ scars. In healthy tendons, αSMA^+^ cells are contained in the vascularized epitenon sheaths [37], and upon injury they activate and dominate the fibrotic scar [12, 38]. We propose that the significant influx of αSMA^+^ cells in *Tnmd*^*−/−*^ scars is related to the enhanced vascularization of the ruptured mutant tendons [26]. Remarkably, we detected some double positive ScxGFP^+^/αSMA^+^ cells in the three different time points post-injury. Best and Loiselle proposed that Scx^+^ cells appear early in the scar tissue of injured and sutured tendons, but do not differentiate into myofibroblasts during healing [14] while several studies have suggested αSMA cell plasticity [39–42] including towards ScxGFP^+^ [13]. Next, in day 21 scars we detected cartilaginous anlage with a tendency to be larger in the *Tnmd*^*−/−*^ group. The chondrocyte origin is still disputable and several cell types can differentiate into this lineage, including Scx-expressing subpopulations: Scx^+^CD105^−^, Scx^+^αSMA^+^, Scx^+^S100a4^+^, Scx^+^Sox9^+^ and Cathepsin-K^+^ cells [43–46]. Whether these discrete subpopulations have been altered upon *Tnmd* loss should be addressed in follow up research. Macrophages have a pivotal task in both stimulating and resolving inflammation, therefore assisting and regulating the ongoing tissue repair [7]. The phenotype reported at day 8 [26] was persistent also at day 21, suggesting that *Tnmd* absence can result in a chronic inflammation in the injured tendons. A study by Sorkin et al. revealed in burn tenotomy that invading macrophages drive tendon HO by producing transforming growth factor beta-1 (TGF-ß1), thus stimulating mesenchymal progenitors to chondrogenically differentiate [16]. Indeed, at day 8 significantly *Tgf-ß1* mRNA levels were increased in tendon tissue extracts from *Tnmd*^*−/−*^ group [26]. The molecular mechanisms involved in the crosstalk between distinct cell populations during trauma-induced tendon HO still remains to be unraveled. To this end, our data provides the first evidences that *Tnmd* might be an important molecular factor involved in the interplay between cellular populations during tendon HO process.

We followed the repair process up to day 100 after injury, and we monitored ECM fibrillar composition by TEM, HO spreading by µCT and biomechanical properties by viscoelastic testing. Our TEM data validated a very consistent ECM phenotypic feature specific to the loss of *Tnmd* [20, 24], namely a significant increase of COL fibril diameters coupled with aberrant fibril morphology. At the ultrastructural level mineral deposits and osteocyte-like cells were observed in both genotypes at day 100 post-trauma; however, µCT-based quantification revealed a significantly higher HO in *Tnmd*^*−/−*^ tendons compared to WT. Biomechanical analysis showed that even after 100 days of injury, the tendons in both groups suffer significant negative changes in their viscoelastic properties compared to non-injured tendons. We detected only significant differences in injured tendons in the dynamic E-modulus at 8% strain, which might be related to the sensitivity of the biomechanical testing system when HO-compromised tendons were measured. However, we discovered in non-injured controls as well as in the contralateral tendons of injured animals that the absence of *Tnmd* results in a significant increase in static and dynamic E-moduli, representing Achilles tendon stiffening. These findings correlate with the pathological thickening of COL fibrils [20, 24] and increase in their nano-stiffness [24] as well as dysregulated expression of genes regulating COL fibrilogenesis in *Tnmd*^*−/−*^ tendons [26]. Biomechanical alteration in the tendon tissue, serving as a spring in the locomotive apparatus can result in deficient storage and transmission of the muscle-generated energy, hence reduced tendon functionality. We have shown that *Tnmd*^*−/−*^ mice ran significantly less, experienced fatigue and developed secondary myopathy [24]. In this study, we subjected at day 100 post-injury *Tnmd*^*−/−*^ animals to voluntary running tests and found that, again, this group undertakes significantly shorter distances compared to the WTs. We propose that this behavior is the combined result of the significant stiffening of the contralateral Achilles tendons and significant HO of the injured ones.

Altogether, our results on the scar tissue composition and the data on qRT-PCR at day 8 [26], 21 and 100 can also be interpreted as the two study groups having an uneven healing baseline: the speed of the healing process in *Tnmd*^*−/−*^ group was delayed, while the WT group had more advanced scar remodeling. To clarify this hypothesis future investigations should assess time points later than 100 days to determine whether WTs reach full remodeling, while mutants maintain tendon HO. Other relevant research approaches to consider are: evaluating an earlier cerclage removal thus enabling sooner load transmission; allowing animals to run in order to facilitate further remodeling; utilizing Tnmd overexpression mouse model to assess if healing can accelerate; and employing a commercially available recombinant Tnmd protein as a rescue trial.

Due to the lack of knowledge on direct binding partners of *Tnmd*, a major limitation of our study is the explanation of the molecular mode-of-action of this protein. Our scRNA-Seq analysis revealed clear genotype differences and suggested that loss of *Tnmd* results in dysregulated gene expression associated with cell adhesion, proliferation, senescence and collagen synthesis, the latter based on the significant downregulation of *Rcn3* and *Serpinh1* [47, 48]. 

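The list of collagen synthesis genes, fixed by symbol like the other lists, held 32 genes with at least 20 counts, 13 higher and 19 lower in the Tnmd−/− cells. Its median pooled log2 ratio was −0.28 at percentile 19.9, with random lists between −0.77 and 0.86, and −0.29 with 2 genes set to their bounds. The median was −1.38 at percentile 0.20 within the less degraded cells and 0.88 at percentile 93.2 within the more degraded cells, so its direction differed between the levels. It was 0.37 without WT cell 4 and −0.79 without Tnmd−/− cell 7. By the ratio without added CPM, the lowest member after Rcn3 was Bmp1 with 3 and 1305 counts, the latter reaching 10 in a single WT cell. With 1 CPM added Serpinh1 was lower than Bmp1. The highest members by the ratio without added CPM were Fkbp10 with 3059 counts in the Tnmd−/− and 4 in the WT cells and Tmem38b with 317 and 1 counts, each with at least 10 counts in 2 Tnmd−/− cells.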

Among the enriched GO clusters, the frequently referenced genes belong to bone morphogenic protein family. 

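Of a list of 45 bone morphogenetic protein ligands, receptors, antagonists and mediators, 23 had at least 20 counts over the 12 cells, 12 of them higher and 11 lower in the Tnmd−/− cells. The median pooled log2 ratio was 0.11 at percentile 49.2, both with 1 CPM added and with 4 genes set to their bounds. The median was −0.49 within the less and 0.16 within the more degraded cells, −0.72 with equal cell weights, and −1.14 without Tnmd−/− cell 9 and likewise without Tnmd−/− cell 1. Bmp4 had 2 and 2758 counts and Bmp6 3 and 2174 counts, each reaching 10 in a single WT cell. Bmp8a had 303 counts in a single Tnmd−/− cell and 0 in the WT cells, at least 154-fold higher against 3 counts in the WT sum. Acvr1 had 2330 and 452 counts, with at least 10 in 3 Tnmd−/− and 2 WT cells. A gene of this list reached 10 counts in a median of 3 of the 12 cells.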

KEGG signaling pathway analysis identified Hippo-signaling pathway, connected to the transcriptional co-activator complex YAP/TAZ that plays key roles in tissue homeostasis and regeneration. Remarkably, elevated BMP- and Hippo-related signaling have been strongly allied with HO of mesenchymal progenitors [49]. Another KEGG hit was Wnt-pathway, which is in line with in vitro studies reporting that Wnt/ß-catenin signaling can mediate Scx-independent expression of *Tnmd* in tendon- and bone marrow-derived mesenchymal stem cells [50, 51]. KEGG analysis also referenced metabolic and insulin pathways, which is in agreement with genetic, clinical and experimental studies that have linked *Tnmd* to metabolic syndrome, diabetes and obesity [19]. In all, the scRNA-seq approach can support the identification of putative *Tnmd*-dependent cascades and elucidation of *Tnmd* mode-of-action; hence, follow up studies should aim to screen and validate possible molecular targets and pathways as well as implement protein-protein interaction assays. Moreover, by employing scRNA-seq on tendon lineage cells isolated from distinct stages of the repair process, a better understanding of the longitudinal molecular “evolution” in the Achilles tendons from both genotypes can be gained.

Taken together, our study demonstrates that loss of *Tnmd* leads to long-term inferior tendon healing outcome characterized by: i) imbalance between tendon lineage and myofibroblastic cells during early stage; ii) persistent inflammatory macrophage profile and emergence of robust cartilaginous template during the proliferative stage; and iii) significant in-tendinous heterotopic ossification concurrent with compromised tendon viscoelastic properties and reduced running capacity at the remodeling stage (graphical synopsis, Fig. 5G). Thus, we report that *Tnmd* plays an important role during the course of tendon healing by alleviating trauma-induced HO and, therefore, is a suitable gene candidate for the generation of novel dual function therapeutic drugs—accelerating repair and reducing the risk of undesired ossification of injured tendons.

## Supplementary information

Supplementary Information

Supplementary Fig. 1

Supplementary Fig. 2

Supplementary Fig. 3

Supplementary Fig. 4

Supplementary Fig. 5

Supplementary Fig. 6

Surgery Video

## Data Availability

The authors declare that the datasets generated and/or analyzed during the current study are available from the corresponding author on reasonable request. The scRNA-Seq datasets used for the analysis have been deposited into the Gene Expression Omnibus database at the National Center for Biotechnology Information (Accession number GSE179454).

# Supplementary material for: Tenomodulin knockout mice exhibit worse late healing outcomes with augmented trauma-induced heterotopic ossification of Achilles tendon
**Source:** Cell Death Dis. 2021 Nov 5;12(11):1049. doi: 10.1038/s41419-021-04298-z
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for

**Tenomodulin knockout mice exhibit worse late healing outcomes with augmented trauma-induced heterotopic ossification of Achilles tendon**

Manuel Delgado Caceres, et al.

**___________________________________________________________________________**

**The PDF file includes:**

**Supplementary Figure Legends**

**Supplementary Figure 1:** Experimental design and surgical procedure

**Supplementary Figure 2:** Analysis of vessels, nerves and pericytes at day 21 post-injury

**Supplementary Figure 3:** Scar organization, collagen fibers alignment and gene expression analysis

**Supplementary Figure 4:** Transmission electron microscopy and collagen fibril diameter distribution in contralateral, non-injured tendons

**Supplementary Figure 5:** Micro-CT analyses for age-related HO and bone quality of hindlimbs

**Supplementary Figure 6:** Biomechanical testing

**Supplementary Table 1:** Histological scoring system, 21 and 100 days post-injury

**Supplementary Table 2:** TEM fibril diameter quantification

**Supplementary Table 3:** Top 100 differentially expressed genes based on q-values

**Supplementary Material and Methods**

___________________________________________________________________________

**Supplementary Figure Legends**

**Supplementary Fig. 1. Experimental design and surgical procedure.** (A) Experimental group design. (B) Representative images of the surgical procedure. (C) Representative macroscopic images of explanted *Tnmd^-/-^* and WT hindlimbs at 8, 21 and 100 days post-injury. Scale bar: 50mm

**Supplementary Fig. 2.** **Analysis of vessels, nerves and pericytes at day 21 post-injury.** (A, B) Representative mosaic, (A1, B1) high magnification DAB images of Neurofilament heavy polypeptide (NEFH) staining and (C) quantification of the positive area/tendon. (D, E) Representative mosaic, (D1, E1) high magnification fluorescent images of collagen IV (COLIV) staining and (F) quantitative analysis of ColIV^+^ blood vessels/tendon. (G) Histological scoring at day 21. (H, I) Representative mosaic, (H1, I1) high magnification fluorescent images of the pericyte marker CD146 and (J) quantitative analysis of CD146^+^ cells within tendon scar tissue. Black and white dotted lines frame Achilles tendon areas. C=calcaneus, TP=tendon proper, S=skin. Scale bar: 200µm (panels A-I); 50µm (panel A1-I1), 20µm (zoom in from panels D1, E1, H1 and I1). Histological scoring, n=10 animals/genotype; stainings, n=4-6 animals/genotype, each animal was represented by three tissue sections. Box plots show median + interquartile range (IQR). Empty dot represents female mouse; filled dot represents male mouse.

**Supplementary Fig. 3.** **Scar organization, collagen fibers alignment and gene expression analysis.** (A, B) Representative and (A1, B1) high magnification images of Herovici staining. (C, D) Representative mosaic, (C1, D1) high magnification images of Picrosirius red staining. Yellow dotted lines frame Achilles tendon areas. C=calcaneus. Scale bar: 200µm (panels A-D); 50µm (panel A1-D1). Stainings were performed with n=4-6 animals/genotype, each animal was represented by three tissue sections. (E) List of well-known tendon-related gene markers. GF=Growth factor, TF=transcription factor, ECM=Extracellular matrix. (F) qRT-PCR analysis at day 21 and (G) at day 100 post-injury. Pool of n=3 injured Achilles tendons/genotype/time point, 3 independent experiments. Statistical significance was calculated using two-tailed, unpaired parametric Student’s t-test. **p<0.01, ***p<0.001, ****p>0.0001.

**Supplementary Fig. 4. Transmission electron microscopy and collagen fibril diameter distribution in contralateral, non-injured tendons.** (A-D) Representative 10000x and (A1-D1) 40000x magnification images of contralateral *Tnmd^-/-^* and WT Achilles tendons. T=Tenocyte; yellow arrow=cell protrusions. Scale bars: 2µm (panels A-D); 500nm (panels A1-D1). (A2-D2) Histograms showing incidence of collagen fibril size.(E) Violin plot for collagen fibril diameter distribution, median + IQR, statistical significance was calculated by 2-tailed unpaired nonparametric Mann-Whitney test, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Day 21, n=2 animals/genotype; day 100 n=2 animals/genotype.

**Supplementary Fig. 5.** **Micro-CT analyses for age-related HO and bone quality of hindlimbs.** (A, B) Representative µCT scan of 9-months old contralateral and non-injured, control *Tnmd^-/-^* and WT Achilles tendons (HO marked in red and green color). Total HO volume (C) and surface (D) quantification. (E) Representative µCT scan of calcaneal and tibiofibular bones. Calcaneal bone volume (F) and surface (G) (magenta region quantified). Tibiofibular bone volume (H) and surface (I) (blue region quantified). n=4-8 animals/genotype. Box plots show median + IQR. Statistical analysis was performed with one-way ANOVA. Empty dot represents female mouse; filled dot represents male mouse.

**Supplementary Fig. 6.** **Biomechanical testing.** (A) Biomechanical testing set up. (B) Viscoelastic biomechanical protocol: step 1, preconditioning; step 2, hold; step 3, increment to 4% strain and frequency sweep at 0.01, 0.1, 1, 5 and 10 Hz; step 4, increment to 6% strain; step 5, increment to 8%; step 6, return to preload displacement, step 7, ramp to failure at 0.1%/s. Representative force-displacement curves for control (C, D) and injured *Tnmd^-/-^* and WT Achilles tendons (E, F). (G) Dynamic E-modulus of injured *Tnmd^-/-^* and WT tendons (day 100) at three different strain levels. (H) Load-to-failure tests. Box plots show median + IQR. Statistical analysis was performed with one-way ANOVA across genotype with Bonferroni post hoc tests, *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. n=8-14 animals/genotype. Empty dot represents female mouse; filled dot represents male mouse.

**Supplementary Table 1.** Histological scoring system, 21 and 100 days post-injury

| Evaluated parameters | Points |
| --- | --- |
| *Extracellular matrix (ECM) organization of the whole tendon*  Wavy, compact and parallel arranged collagen fibers  In part compact, in part loose or not orderly  Loosely composed, not orderly (“granulation” tissue) | 2  1  0 |
| *Cellularity/cell-matrix-ratio*  Physiological  Locally increased cell density  Increased cell density or decreased ECM content | 2  1  0 |
| *Cell alignment*  Uniaxial  Areas of irregularly arranged cells (10-50%)  More than 50% of cells with no uniaxial alignment | 2  1  0 |
| *Cell distribution*  Homogeneous, physiological  Focal areas of elevated cell density (cell clustering) | 1  0 |
| *Cell nucleus morphology*  Predominantly elongated, heterochromatic cell nuclei (tenocytes)  10-30% of the cells possess large, oval, euchromatic or polymorph heterochromatic nuclei  Predominantly larger, oval, euchromatic or polymorph, heterochromatic nuclei | 2  1  0 |
| *Organization of repair tissue of the tendon callus*  Homogeneous (whole tissue with similar composition)  Locally heterogeneous tissue composition  Whole tissue composition completely changed | 2  1  0 |
| *Transition from defect to normal tissue*  Scaffold integrated, no gaps at the margin visible  Recognizable transition  Abrupt transition, splitting/gaps detectable, callus tissue | 2  1  0 |
| *Configuration of callus*  Normal, only in the defect area, locally confined  Strong, change of whole tendon, thickened | 1  0 |
| *Cartilage formation (COL II staining)*  Non existing  Focally increased  Assembly of cartilage (more than 25% of the tendon) | 2  1  0 |
| *Degenerative changes/tissue metaplasia*  Non existing  Moderate formation of oedema  Intense oedema with inclusion of fat, cell and/or fibers destruction, fibrin deposition, gaps, adhesions | 2  1  0 |
| *Inflammation (CD68/CD163 staining)*  No inflammatory cell infiltrates  Infiltrating inflammatory cells (macrophages) | 1  0 |
| *Vascularization in the defect area (COL IV staining)*  Hypo-vascularized, like surrounding tendon (small capillaries)  Hyper-vascularized (increased numbers of small or larger capillaries) | 1  0 |
| *Nerves (NEFH-staining)*  Non existing  Focally increased (less than 25% of the entire tendon length)  Distributed through/along the entire tendon (more than 25%) | 2  1  0 |
| *Bone formation (OPN staining)* 🡪 Analized only 100 days post-injury  Non existing  Focally increased (less than 25% of the tendon length)  Distributed through/along the entire tendon (more than 25%) | 2  1  0 |

References [1, 2]

**Supplementary Table 2.** TEM fibril diameter quantification

| Statistic | **Injured tendons day 21** | | **Injured tendons day 100** | |
| --- | --- | --- | --- | --- |
|  | *Tnmd^-/-^* | WT | *Tnmd^-/-^* | WT |
| Total number of values | 4575 | 5088 | 4832 | 6021 |
| Minimum | 1.64 | 1.16 | 2.32 | 2.36 |
| Median | 32.93 | 35.60 | 49.26 | 34.74 |
| Maximum | 332.87 | 278.06 | 2.95 | 220.31 |
| Mean | 48.28 | 39.19 | 57.54 | 40.72 |
| SD | 50.51 | 25.93 | 39.91 | 27.80 |
| SEM | 0.75 | 0.36 | 0.57 | 0.36 |
|  | | | | |
| Statistic | **Contralateral tendons day 21** | | **Contralateral tendons day 100** | |
|  | *Tnmd^-/-^* | WT | *Tnmd^-/-^* | WT |
| Total number of values | 1488 | 1857 | 1127 | 1846 |
| Minimum | 33.16 | 12.47 | 35.05 | 5.18 |
| Median | 150.00 | 125.80 | 147.60 | 113.45 |
| Maximum | 277.00 | 229.60 | 293.85 | 246.46 |
| Mean | 148.30 | 122.30 | 145.83 | 109.90 |
| SD | 41.67 | 41.36 | 52.96 | 42.37 |
| SEM | 1.08 | 0.96 | 1.58 | 0.99 |

**Supplementary Table 3.** Top 100 differentially expressed genes based on q-values

| **Upregulated genes in *Tnmd^-/-^*** | **Base Mean** | **log_2_ Fold change** | **lfcSE** | **p-value** | **q-value** | **logcpm.**  ***Tnmd^-/-^*** | **logcpm.**  **WT** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Gm26917 | 582.48 | 6.755 | 0.702 | 6.75E-22 | 3.16E-18 | 7.339 | 0.719 |
| Nasp | 1910.93 | 6.399 | 0.709 | 1.86E-19 | 2.91E-16 | 8.882 | 2.350 |
| Kcnq1ot1 | 541.44 | 5.899 | 0.681 | 4.36E-18 | 4.09E-15 | 7.297 | 1.437 |
| Wwc2 | 335.35 | 6.250 | 0.738 | 2.55E-17 | 1.99E-14 | 6.524 | 0.490 |
| Tlcd2 | 649.66 | 5.982 | 0.843 | 1.30E-12 | 4.34E-10 | 7.097 | 1.252 |
| Ints2 | 131.53 | 5.245 | 0.765 | 7.05E-12 | 2.07E-09 | 5.104 | 0.167 |
| Fam20b | 433.1 | 5.593 | 0.824 | 1.13E-11 | 3.03E-09 | 6.689 | 1.206 |
| Anapc5 | 546.33 | 5.677 | 0.846 | 1.95E-11 | 4.25E-09 | 6.888 | 1.364 |
| Nsf | 216.68 | 5.541 | 0.832 | 2.72E-11 | 5.54E-09 | 5.567 | 0.547 |
| Gstm5 | 721.90 | 5.897 | 0.902 | 6.26E-11 | 1.09E-08 | 6.829 | 1.486 |
| Ikbkb | 211.71 | 5.695 | 0.872 | 6.52E-11 | 1.09E-08 | 5.341 | 0.387 |
| Polr1a | 228.17 | 6.126 | 0.958 | 1.63E-10 | 2.31E-08 | 5.113 | 0.014 |
| Tomm34 | 244.62 | 5.431 | 0.866 | 3.56E-10 | 4.52E-08 | 5.652 | 0.716 |
| Myo1e | 389.92 | 5.488 | 0.875 | 3.57E-10 | 4.52E-08 | 6.247 | 1.215 |
| Nr1d2 | 351.18 | 6.153 | 0.983 | 3.92E-10 | 4.83E-08 | 5.325 | 0.630 |
| Terf1 | 213.76 | 5.103 | 0.818 | 4.48E-10 | 5.39E-08 | 5.688 | 0.826 |
| Dmtf1 | 207.25 | 5.486 | 0.896 | 9.36E-10 | 9.64E-08 | 5.381 | 0.364 |
| Fam120a | 282.76 | 5.101 | 0.838 | 1.13E-09 | 1.13E-07 | 6.065 | 1.112 |
| Usp24 | 227.39 | 5.628 | 0.932 | 1.56E-09 | 1.41E-07 | 5.107 | 0.526 |
| Sertad1 | 796.94 | 4.854 | 0.805 | 1.66E-09 | 1.44E-07 | 7.523 | 2.554 |
| Tor3a | 255.36 | 4.400 | 0.743 | 3.24E-09 | 2.49E-07 | 6.117 | 1.806 |
| Gfpt1 | 490.71 | 5.396 | 0.920 | 4.54E-09 | 3.42E-07 | 6.576 | 1.254 |
| Zbtb44 | 103.00 | 4.988 | 0.858 | 5.99E-09 | 4.32E-07 | 4.321 | 0.063 |
| Metrnl | 279.00 | 4.876 | 0.844 | 7.58E-09 | 5.07E-07 | 6.034 | 1.277 |
| Rnf130 | 89.19 | 5.064 | 0.883 | 9.93E-09 | 6.20E-07 | 4.032 | -0.230 |
| Nrip1 | 213.24 | 5.248 | 0.923 | 1.32E-08 | 7.95E-07 | 5.189 | 0.647 |
| Dpy19l1 | 156.28 | 5.557 | 0.978 | 1.32E-08 | 7.95E-07 | 4.280 | 0.094 |
| Rbck1 | 252.59 | 4.835 | 0.853 | 1.44E-08 | 8.33E-07 | 5.872 | 1.162 |
| Rnf167 | 711.52 | 4.564 | 0.825 | 3.21E-08 | 1.56E-06 | 7.388 | 2.576 |
| Arl4d | 170.51 | 5.436 | 0.989 | 3.82E-08 | 1.78E-06 | 4.340 | 0.3269 |

Abbreviations: LfcSE, log fold change Standard Error; mnlogcpm, mean value of log counts per million

**Supplementary Material and Methods**

**Animal model and surgical procedure.**

*Tnmd^-/-^* mice and WT littermates, as well as *ScxGFP* mice were previously described by Docheva et al. [3] and Pryce et al. [4], respectively. *Tnmd* gene is located on the X-Chromosome, therefore the WT group comprised hemizygous male, homozygous-, and heterozygous female mice. All analysed animals were maintained on the C57BL/6J background. The experimental design and the group distribution including n-numbers are shown in Supplementary Fig. 1A. Animals aged 6-months were selected because skeletal growth plateau was reached at this stage [5] and it corresponds to approx. 30-year old humans, which belong to the risk group for Achilles tendon rupture [6]. Mice were operated according to Lin et al. [2]. In brief, after anaesthesia and skin incision, the left Achilles tendon was fully resected 5 mm proximal of the calcaneus, followed by end-to-end reconstruction by Kirchmayr-Kessler suture technique (8-0 Ethilon) (Supplementary Fig. 1B). In order to avoid suture failure, the range of movement of the talocrural joint was restricted by a cerclage that was inserted through the tibiofibular fork and fixed between the calcaneus and the plantar aponeurosis (6-0 Prolene). This assures a limited degree of extension (~30%) but allowing tensile load transmission (Supplementary Fig. 1B). Representative macroscopic images at day 8, 21 and 100 post-injury are shown in Supplementary Fig. 1C.

Random assignment was used as randomization method. Surgical team was blinded to the experimental group allocation.

**Immunohistochemistry.** Mouse hindlimbs (exact n-numbers shown as dot plot as well as given in figure legends) were fixed overnight in fresh 4% paraformaldehyde (PFA, Merck, Darmstadt, Germany) in phosphate-buffered saline (PBS; pH 7.4) or in 95% ethanol- 5% glacial acetic acid. Specimens were decalcified in 10% ethylen diamine tetraacetic acid (EDTA)/phosphate buffered saline (PBS) pH 8.0 (Sigma-Aldrich, Munich, Germany) for 4 weeks, embedded in cryoprotective media and sectioned at 10µm, every 10^th^ slide was stained with Hematoxylin-Eosin following standard protocol. Tissue sections with equivalent regional planes between genotypes were selected for detailed investigation. Histological scoring was carried out by two independent observers at day 21 (n=10 animals/genotype) and 100 (n=11 animals/genotype) according to Stoll et al.[1] (Supplementary Table 1). To assess collagen maturation, Herovici staining (blue dye stains immature type III collagen, the red dye stains mature, organized type I collagen [7] was performed with Herovici collagen differentiation staining kit, (Morphisto, Frankfurt am Main, Germany) according to the manufacture’s protocol. Picrosirius red staining was performed using Direct Red 80 solution (Sigma-Aldrich) following standard protocol. Bright yellow to orange/red color indicates bigger and better aligned fibrils, while green color represents thin and poorly aligned fibrils.

For immunohistochemistry, tissue sections were treated with 10% H_2_O_2_ in methanol for 30 min, 1 mg/ml Pepsin (Sigma-Aldrich) for 15 min and blocked with 10% goat serum (Sigma-Aldrich) for 90 min (all at RT). Primary antibody against collagen type II (ab34712) and neurofilament-heavy chain (ab8135) (both from Abcam, Cambridge, UK) was diluted 1:50 in blocking solution and applied overnight at 4°C. Next day, corresponding goat anti rabbit biotinylated secondary antibody (Jackson ImmunoResearch, Pennsylvania, USA) was diluted 1:500 in blocking solution and applied for 1 hour at RT. Sections were treated with ABC-Kit (Vector Laboratories, Burlingame, USA) for 90 min, then with chromogen 3,3-diaminobenzidine tetrahydrochloride (DAB) and a nickel enhancer (Sigma-Aldrich) and mounted with DePeX (Serva, Heidelberg, Germany). In order to detect proliferative cells, 90 min. prior to euthanasia, operated mice received an intraperitoneal injection with BrdU (50 µg/g body weight, CatNr. 550891, BD Pharmingen, Franklin Lakes, New Jersey, USA), and tissue sections were stained as described above with BrdU-POD (REF11585860001, Sigma-Aldrich).

For immunofluorescence, tissue sections were treated with 2mg/ml hyaluronidase (Sigma-Aldrich) for 30 min at 37°C and subsequently blocked with 3% BSA bovine serum albumin (BSA)/PBS (Sigma-Aldrich) for 90 min. Primary antibodies against αSMA (ab5694), CD68 (ab125212), CD163 (ab182422), OPN (ab8448), collagen IV (ab6586) and CD146 (ab75769) (all Abcam) were applied overnight at 4°C, followed by goat anti-rabbit Cy3-conjugated secondary antibody (Jackson ImmunoResearch) for 1 hour at RT. Last, sections were counter-stained with 4’,6-diamidino-2-phenylindole (DAPI) for 10 min and finally mounted.

In order to quantify positively labeled cells (ScxGFP, αSMA, CD68, and CD163), an automated quantitative image analysis was performed using ImageJ, software version 1.8.0_112 (National Institutes of Health, Bethesda, MD, USA). The following algorithm was applied: (1) region of interest (ROI) was manually designated from mosaic images (each animal was represented by three different tissue sections) of antibody-stained sections using the “freehand selection” tool; (2) RGB image was converted to 8-bit gray scale and inverted; (3) threshold for black and white colors was accustomed and fixed; (4) “Image-based Tool for Counting (ITCN)” was adjusted; (5) using the “analyze tool” the particles were automatically counted; (6) the procedure was applied first to quantify the total number of DAPI^+^ nuclei, and afterwards with the green and red fluorescence channels; (7) the data was expressed in % to total number of DAPI^+^ cells.

**Polarized light microscopy.** Upon Picrosirius red staining, polarized light microscopy was performed with four representative animals/genotype at day 21 post-injury. OLYMPUS BX51 microscope (OLYMPUS, Shinjuku, Tokio, Japan) equipped with a polarized filter was used. Each tissue section was analyzed using the identical analyzer-polarizer settings allowing direct comparison between the specimens. NIKON digital camera DS-Fi2 and NIKON D3-L3 software (Nikon, Chiyoda, Tokio, Japan) were used for image acquisition. In order to cover the entire tendon area, consecutive images were taken manually and digitally stitched as mosaic with Adobe Photoshop version: 22.5.1 (Adobe System, CA, USA).

**Transmission electron microscopy (TEM).** Injured and contralateral Achilles tendons were explanted at day 21 and 100 post-injury (n=3/genotype/time point), fixed in Karnovsky (0.1 M cacodylate-buffer with 2.5% glutaraldehyde and 2% paraformaldehyde), enclosed in 4% low melting agarose, post-fixed in 1% osmium tetroxide (pH 7.3), dehydrated in graded ethanol, and embedded in the EMbed-812 epoxy resin (all reagents Science Services, Munich, Germany). After 48 h heat polymerization at 60 °C, semi-thin sections (0.8 μm) were prepared and stained with 1% toluidine blue and basic fuchsin to choose representative areas for further analysis. Ultrathin sections (0.08 μm) were collected using a Reichert Ultracut-S microtome (Leica, Bensheim, Germany), mounted on copper-grids, and stained with aqueous 2% uranyl acetate and lead citrate solutions (10 min each). The ultrathin sections for further analysis came from the injury region and from mid-portion in contralateral tendons, and were analyzed in a LEO912AB transmission electron microscope (Zeiss, Oberkochen, Germany) operating at 100 kV. Findings were documented with a side-mounted 2 k x 2 k-CCD-camera (TRS, Moorenweis, Germany). The iTEM software (Olympus, Tokyo, Japan) was used to measure collagen fibril diameter. Five images (40000x magnification)/tendon (n=2/group/time point) were used for quantification, resulting in average of 2800 fibrils/group/time point being analyzed (Supplementary Table 2).

**Micro-computed tomography (µCT).** Muscle-Achilles tendon-calcaneus complex (contralateral, non-injured and injured Achilles tendons) were excised and collected 100 days post-injury (n=4-8 animals/genotype), fixed as described above and scans were performed with the µCT system Phoenix v|tome|x s 240/180 (GE Sensing & Inspection Technologies, Frankfurt am Main, Germany). The scanning parameters for *Tnmd^-/-^* and WT hindlimbs were as follows: 50 kV voltage, 620 μA current, 500 ms time, 2000 images, voxel size 10 μm. Reconstructed volumes were processed using the manufacturer’s software phoenix datos|x 2 reconstruction 2.4.0. The threshold value defining the material and background was set to 0.12 absorption coefficient. The 3D images, the surface area and volume parameters were obtained with the software Volume Graphics VG Studio Max 2.2.3 (Volume Graphics, Heidelberg, Germany). The ROIs were defined as follows: ROI 1 (in red) start was set above the calcaneus (section plane at tibia base) and extended proximally 2.50 mm; ROI 2 (in green) began at the final plane of ROI 1 and extended into the proximal direction until the end. The calcaneal-ROI (marked in magenta color) started 0.60±0.05 mm from the end of the calcaneus and encompassed 0.60±0.05 mm region towards the ankle joint; tibiofibular-ROI (marked in blue) started 3.50±0.05 mm above the calcaneus and encompassed 1.00±0.05 mm region towards the knee joint.

**Biomechanical testing.** Mouse hindlimbs were explanted, wrapped in PBS-soaked gauze and stored at -20 °C until testing. On the testing day, hindlimbs were thawed for 30 min at RT and the 6-0 prolene suture material used for the cerclage was carefully removed. The 8-0 ethilon suture material used for end-to-end reconstruction remained in order to avoid Achilles tendon tissue damage. The viscoelastic biomechanical tests were performed with day 100 specimens (non-injured, contralateral and injured, n=8-14/genotype) using LM1 machine (TA Instruments, New Castle, USA) and custom-made clamps securing the calcaneal and myotendinous junction ends (Supplementary Fig. 6A). All tests were performed in PBS-bath at RT. The testing protocol was based on Dourte et al. and Hochstrat et al. [8, 9]. In brief, tendon length and width were measured with two digital microscope cameras (Dino-Lite Digital Microscope, Hsinchu, Taiwan) positioned in a 90° angle from each other. Prior to testing, a tendon-specific pretensioning force was applied. This force was calculated as follows: the cross-sectional area of each tendon was multiplied by a pre-defined standardized stress of 0.5 MPa resulting in values between 0.18-1.96 N. In addition, the specimens were pre-conditioned with a cyclic loading between 0.5% and 1.5% strain at 0.25Hz (10 cycles) and allowed to relax at 0% for 300 s. Next, specimens were subjected to a sinusoidal testing at different strain-levels (4, 6 and 8%) and frequencies (0.01; 0,1; 1; 5 and 10Hz) as a stress-relaxation test was performed at the start of every strain-level for 10 min. The frequency of 1 Hz was used for reporting the dynamic E-modulus. After the last strain-level, tendons were returned to the pretension force and a load-to-failure ramp was applied (Supplementary Fig. 6B). The analysis of the data was carried out with a custom-written Matlab software (MathWorks, Natick, Massachusetts, USA) protocol. The parameters cross-sectional area (mm^2^), static and dynamic E-Modulus (N/mm^2^) stiffness (N/mm) and load-to-failure (N) were evaluated. Specimens, which did not complete the entire testing protocol described above were excluded from the analyses.

**RNA isolation and reverse transcription polymerase chain reaction (qRT-PCR).** Total RNA was isolated from injured *Tnmd^-/-^* and WT Achilles tendons at day 21 and day 100 post-injury (pool of n=3 per genotype/time point) using the Qiagen RNeasy Mini kit (Qiagen, Hilden, Germany) and used for qRT-PCR. For cDNA synthesis, 1 µg total RNA and Transcriptor First-Strand cDNA Synthesis kit (Roche, Mannheim, Germany) were used following manufacturer’s instructions. Custom-designed PCR plates containing primers for tendon-related genes (BioRad Laboratories, Hercules, California, USA, Cat. Nr. 10025218) were employed. Gene expression was analyzed with the ΔΔCT method and presented as fold change of *Tnmd^-/-^* to WT. Three independent PCR experiments per genotype were carried out.

**Bioinformatics analysis.** The bioinformatics analysis started, after demultiplexing, with raw FASTQ files, which were submitted to an in-house single cell mRNA analysis pipeline 0.9.5.7. The raw sequence data from six *ScxGFP^+^* cells/genotype (n=6) were trimmed with BBDuk 38.84 [10], removing remaining adapter sequences and poor-quality bases at the end of each read. Read decontamination was performed using BioBloom Tolls 2.0.13 [11] with filters for the genomes of *Mus musculus* (mm38), *Homo sapiens* (hg38), *Escherichia coli* (BL21), *Mycoplasma pneumonia* (M129), *Sphingobium sp.* (SYK-6), *Bradyrhizobium japonicum* (USDA 110), *Pichia pastoris* (GS115), *Malassezia globosa* (CBS 7966), *Aspergillus fumigatus* (AF293), and a set of viral genomes (RefSeq, 5k+ genomes). All reads that did not map exclusively to mm38 (Ensembl version 96, GRCm38 DNA primary assembly) were defined as likely contaminations and discarded from downstream processing. Sequence quality per sample was evaluated before as well as after trimming and decontamination using FastQC 0.11.9 [12] and, in addition, all samples were analyzed as a collective with MultiQC 1.9 [13]. Next, the cleaned sample reads were aligned to the reference genome mm38 with STAR 2.5.1b [14]. Reads mapping uniquely in exonic regions were counted per gene and per sample using feature counts from Subread 2.0.0 [15]. Further quality characteristics such as library complexity, using Preseq 2.0.3 [16], and the genomic origin of the reads and the 5’-3’-bias, both with QualiMap 2.2.2d [17], were assessed. The final counts table of the 12 samples (6 cells/genotype) were used further for differential gene expression analysis. The top 500 most variable genes were clustered using principal component analysis (PCA) and t-distributed stochastic neighbor embedding (t-SNE) with the Bioconductor package scater 1.14.6 [18]. Raw counts were normalized and scaled into logCPM values before proceeding to batch correction. The bias introduced by degradation were corrected using cells with better quality as reference by Combat [19] function in the Bioconductor package sva 3.34.0 [20]. 

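ComBat fits a mean and a variance for each gene in each batch and moves the cells of one batch to the mean and variance of a reference batch, here the less degraded cells. A term for genotype may or may not be in its model, and the paper's text does not name one. Both forms were run on log2(CPM + 1) of the 9768 genes. For the genes of Table S3, the standard deviation among the 3 more degraded cells of a genotype had a median over genes of 1.62 in the Tnmd−/− and 3.67 in the WT cells before the correction. Without a genotype term these medians fell to 0.20 and 0.45, and the median gap between the genotypes' means went from 3.96 to 3.17. With a genotype term these medians fell less, to 0.69 and 1.43, and the gap widened to 4.52. The less degraded cells are the reference and keep their values, with median standard deviations of 0.34 and 0.97. ComBat leaves a gene without any count in one of the levels as it is.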

Differential expression analysis was performed between *Tnmd^-/-^ ScxGFP^+^* and WT *ScxGFP^+^* cells with the Bioconductor package edgeR 3.28.1 [21] and DESeq2 1.26.0 [22]. Functional classification of differentially expressed genes (DEGs) into Gene Ontology (GO) [23] and Kyoto Encyclopedia of Genes and Genomes (KEGG) [24] categories were performed in R programming language 4.0.2 [25] using Bioconductor 1.30.10 packages. GO enrichment annotates DEGs into three categories including Biological Process (BP), Molecular Function (MF) and Cellular Component (CC) whereas KEGG annotates DEGs into pathways. Intersection genes identified as differentially expressed in both DESeq2 and EdgeR were processed for enrichment analysis and log Fold change (logFc), p-value and adjusted p-value for the intersection genes were extracted from the DESeq2 method. Furthermore, this final list of 1430 DEGs were filtered for adjusted p-value <0.05 and |logFc|> 1. GOseq 1.42.0 [26] with Wallenius noncentral hypergeometric distribution method used for GO enrichment analysis. This method uses a Probability Weighting Function (PWF) to correct for bias in gene length before performing an enrichment on DEGs. ClusterProfiler 3.18.1 [27] was used to perform Gene Set Enrichment analysis (GSEA) on KEGG terms and org.Mm.eg.db 312.0 was imported to map the gene symbols to Entrez gene identifiers in the mice database. For Gene Set Enrichment Analysis (GSEA), filtered genes were ranked according to their log Fold Change values. All figures were plotted using ggplot2 3.3.3 [28]. The scRNA-Seq datasets used for the analysis have been deposited into the Gene Expression Omnibus database at the National Center for Biotechnology Information under the GEO accession number GSE179454 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc =GSE179454).

**References**

1. Stoll C, John T, Conrad C, Lohan A, Hondke S, Ertel W et al. Healing parameters in a rabbit partial tendon defect following tenocyte/biomaterial implantation. Biomaterials 2011; 32(21):4806–15.

2. Lin D, Alberton P, Caceres MD, Volkmer E, Schieker M, Docheva D. Tenomodulin is essential for prevention of adipocyte accumulation and fibrovascular scar formation during early tendon healing. Cell Death Dis 2017; 8(10):e3116.

3. Docheva D, Hunziker EB, Fässler R, Brandau O. Tenomodulin is necessary for tenocyte proliferation and tendon maturation. Mol Cell Biol 2005; 25(2):699–705.

4. Pryce BA, Brent AE, Murchison ND, Tabin CJ, Schweitzer R. Generation of transgenic tendon reporters, ScxGFP and ScxAP, using regulatory elements of the scleraxis gene. Dev Dyn 2007; 236(6):1677–82.

5. Somerville JM, Aspden RM, Armour KE, Armour KJ, Reid DM. Growth of C57BL/6 mice and the material and mechanical properties of cortical bone from the tibia. Calcif Tissue Int 2004; 74(5):469–75.

6. Lemme NJ, Li NY, DeFroda SF, Kleiner J, Owens BD. Epidemiology of Achilles Tendon Ruptures in the United States: Athletic and Nonathletic Injuries From 2012 to 2016. Orthop J Sports Med 2018; 6(11):2325967118808238.

7. Lillie RD, Tracy RE, Pizzolato P, Donaldson PT, Reynolds C. Differential staining of collagen types in paraffin sections: a color change in degraded forms. Virchows Arch A Pathol Anat Histol 1980; 386(2):153–9.

8. Dourte LM, Pathmanathan L, Jawad AF, Iozzo RV, Mienaltowski MJ, Birk DE et al. Influence of decorin on the mechanical, compositional, and structural properties of the mouse patellar tendon. J Biomech Eng 2012; 134(3):31005.

9. Hochstrat E, Müller M, Frank A, Michel P, Hansen U, Raschke MJ et al. Cryopreservation of tendon tissue using dimethyl sulfoxide combines conserved cell vitality with maintained biomechanical features. PLoS One 2019; 14(4):e0215595.

10. JGI DataScience. BBtools software suite 2019. Available from: URL: https://jgi.doe.gov/data-and-tools/bbtools.

11. Chu J, Sadeghi S, Raymond A, Jackman SD, Nip KM, Mar R et al. BioBloom tools: fast, accurate and memory-efficient host species sequence screening using bloom filters. Bioinformatics 2014; 30(23):3402–4.

12. Babraham Bioinformatics 2019. FastQC. Available from: URL: https://www.bioinformatics.babraham.ac.uk/projects/fastqc.

13. Ewels P, Magnusson M, Lundin S, Käller M. MultiQC: summarize analysis results for multiple tools and samples in a single report. Bioinformatics 2016; 32(19):3047–8.

14. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics 2013; 29(1):15–21.

15. Liao Y, Smyth GK, Shi W. The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. Nucleic Acids Res 2013; 41(10):e108.

16. Deng C, Daley T, Smith AD. Applications of species accumulation curves in large-scale biological data analysis. Quant Biol 2015; 3(3):135–44.

17. Okonechnikov K, Conesa A, García-Alcalde F. Qualimap 2: advanced multi-sample quality control for high-throughput sequencing data. Bioinformatics 2016; 32(2):292–4.

18. McCarthy DJ, Campbell KR, Lun ATL, Wills QF. scater: pre-processing, quality control, normalisation and visualisation of single-cell RNA-seq data in R; 2016.

19. Leek JT, Johnson WE, Parker HS, Jaffe AE, Storey JD. The sva package for removing batch effects and other unwanted variation in high-throughput experiments. Bioinformatics 2012; 28(6):882–3.

20. Johnson WE, Li C, Rabinovic A. Adjusting batch effects in microarray expression data using empirical Bayes methods. Biostatistics 2007; 8(1):118–27.

21. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 2010; 26(1):139–40.

22. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 2014; 15(12):550.

23. Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM et al. Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet 2000; 25(1):25–9.

24. Kanehisa M, Goto S, Furumichi M, Tanabe M, Hirakawa M. KEGG for representation and analysis of molecular networks involving diseases and drugs. Nucleic Acids Res 2010; 38(Database issue):D355-60.

25. R Core Team 2021. R: A Language and Environment for Statistical Computing. R Foundation for Statistical Computing. Vienna, Austria. Available from: URL: www.r-project.org/.

26. Young MD, Wakefield MJ, Smyth GK, Oshlack A. Gene ontology analysis for RNA-seq: accounting for selection bias. Genome Biol 2010; 11(2):R14.

27. Yu G, Wang L-G, Han Y, He Q-Y. clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS 2012; 16(5):284–7.

28. Hadley Wickham. ggplot2: Elegant Graphics for Data Analysis. Springer-Verlag New York; 2016. Available from: URL: https://ggplot2.tidyverse.org.

How the deposited data were processed for this re-analysis (not part of the article)

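Single-cell RNA sequencing was the part of the study analysed here, with 6 Tnmd−/− ScxGFP+ and 6 WT ScxGFP+ cells from non-injured Achilles tendons of mice. The authors trimmed reads with BBDuk 38.84, removed reads that did not map exclusively to mouse with BioBloom Tools 2.0.13, aligned them with STAR 2.5.1b to GRCm38 (Ensembl 96) and counted reads mapping uniquely in exons with featureCounts of Subread 2.0.0. The values deposited by the authors are raw counts per gene and cell, checked to be whole numbers, and no file of corrected values was used. The counts hold no molecular identifiers. The strand of counting is not named in the paper's text, so reads in exons that overlap another gene may belong to either, and the share of such exon bases is given where it is large. Gene coordinates came from GENCODE M21, the release that corresponds to Ensembl 96. Of the 55418 symbols in the count table, 99.9% were found there and 99.9% had the same summed exon length.

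Total counts were 892713 to 10333351 per Tnmd−/− cell and 4516036 to 13613080 per WT cell. At the summed depth of 35088506 and 53439236 counts, a gene with 0 counts lies below 0.0855 CPM in the Tnmd−/− and 0.0561 CPM in the WT cells, against a floor of 3 counts in the sum. Conditions came from the sample labels and the degradation level from the annotation bar of Fig. 6B, with 3 cells of each genotype in each level. The labels name no animal, so each genotype counted as 1 sample. For this reason no p-value, no standard error and no number of changed genes was computed, and the authors' differential expression, GO and KEGG analyses were not rerun. Raw counts were summed over the cells of a genotype and divided by the summed total, times 1000000 (CPM). Intervals are exact Poisson intervals on counts and exact Clopper-Pearson intervals on shares and ratios, at 95%. They cover counting error only, and the spread between cells is far larger. A genotype with 0 counts gave a bound against 3 counts, and no ratio was formed where both sums were 3 counts or fewer. Values over many genes used the 9768 genes with at least 20 counts over all cells, with 1 CPM added before the logarithm.

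The rules for naming genes were fixed before the data were examined. Named are Tnmd, Scx, every gene the paper names in its text on these cells (with Fam120a, which Table S3 lists in place of Fam120b), the 5 genes of Table S3 furthest from their listed log2 fold change, the sex-linked genes Xist, Ddx3y, Uty, Kdm5d and Eif2s3y, at most 3 members of a gene list in each direction, and the 5 largest pooled ratios in each direction among genes with at least 50 CPM in the higher genotype and at least 10 counts in at least 5 of its 6 cells. A gene that this last rule picks among those lower in the Tnmd−/− cells is not reported here. Any other gene is said where it appears to have been chosen after its values were seen, apart from the markers below. The 9 lists of pathway genes (collagen synthesis, bone morphogenetic protein family, Hippo, Wnt, insulin, chemokine, cell adhesion, cell junction and protein kinase) and the 9 lists of marker genes (tendon fibroblast, cartilage, endothelial, immune, mural, glia, skeletal muscle, red blood cell and adipocyte) were also written then, by symbol, and are not the GO or KEGG sets. A list's median was placed among 10000 random lists of its size, drawn from 20 bins of mean expression.

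The alternatives set beforehand were equal weights for cells, the difference of mean log2(CPM + 1), DESeq2 1.42.0 size factors, edgeR 4.0.16 TMM factors, library totals without the 37 mitochondrial genes and the 50 genes with the most counts, each degradation level alone, for the spread of the ratio also less over more degraded cells within a genotype, ComBat of sva 3.50.0 with the less degraded cells as reference, with and without genotype in its model, each cell left out in turn, 5 CPM in place of 1, a minimum of 100 counts, at least 10 counts for a gene to be seen in a cell, thinning to 892713 counts, and the 500 most variable genes for the correlations between cells. The authors used sva 3.34.0. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and in R 4.3.3. Simulated counts were Poisson draws around 1 mean profile, with 200 changed genes of at least 20 CPM in that profile. Another 200 genes were shifted with degradation, and cells otherwise differed only in depth. There the pooled log2 ratio had a median absolute error of 0.03, and 93.5% of the counting intervals held the true value. A list of raised genes reached percentile 100, while 20 unchanged lists stayed between 7.75 and 82.9. Real cells vary far more, so the simulation checks the computation and not how stable the values are. The histology, imaging, biomechanics, running tests and qRT-PCR were not analysed here.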

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

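Each of 18 measures was looked at in the 6 cells of each genotype, which made 36 groups of 6 cells, and a cell was taken up when it stood far from the other 5 for the width of its group (Dixon's criterion). For normally distributed values chance gives about 1 such group in 20, and 14 were found. That rate does not hold for genes counted in few cells. Over all 9768 genes the criterion picked 47.0% of the groups, so 14 is no excess for the gene measures. The explanations tested in this part were chosen after these results were seen, except that of the animals' sex, which was set beforehand. The cells of a genotype are not independent samples, so the criterion only points to single cells.

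Mitochondrial genes took 51.8% of the counts of Tnmd−/− cell 3, where the next highest Tnmd−/− cell had 7.30%, and a single gene, mt-Rnr2, took 29.6%, where the next highest share of a top gene in a Tnmd−/− cell was 7.66%. A shallow library was tested as the explanation. Tnmd−/− cell 7 had the smallest total, 892713 counts against 1504775 in cell 3, and its mitochondrial share was 7.30%, which argues against low depth. Cell 3 is one of the more degraded cells, and damage to this single cell may explain the share but stays open, as the other more degraded Tnmd−/− cells were at 5.73% and 7.30%. Leaving mitochondrial genes and the 50 genes with the most counts out of the totals gave pooled log2 ratios of −1.29 for Sparc and 0.84 for Dmtf1, close to the values with all genes. Genotype is the only condition in the design, and no biological explanation was tested.

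Among the genes named here, Tnmd stood out in WT cell 14 with log2(CPM + 1) of 11.14, where the next WT cell was at 1.29, and so did Dmtf1 with 10.53 and Fam20b with 0.73. More than 1 cell in the tube was tested as an explanation for Tnmd and Dmtf1. At equal depth WT cell 14 had 2155 genes, the fewest of the 12 cells, which argues against it. The value of Fam20b rests on 3 counts. Which of a brief burst of expression, a different cell state or uneven amplification made the Tnmd and Dmtf1 counts of this cell was not tested.

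Tnmd−/− cell 7 stood above the other Tnmd−/− cells for Scx with 2.12, Eapp with 1.70, Rcn3 with 2.45 and Serpinh1 with 4.68. It is the shallowest cell, so that its 3 counts of Scx come to 3.36 CPM. Further single cells were Tnmd−/− cell 20 for Tnmd with 0.80, Tnmd−/− cell 9 for Ninj1 with 0.13 and for Fam120b with 8.52, WT cell 5 for Fam120b with 3.75, and WT cell 2 for Fam120a with 4.41. Values under 1 rest on 5 counts or fewer. The same criterion was applied to all 9768 genes with at least 20 counts in both genotypes. It picked 47.0% of the groups there and 42.9% of the 28 groups of genes named here. A candidate explanation is therefore that most genes are counted in few cells at any moment, which leaves the named genes no more uneven than genes at large. Whether transcription in bursts or loss of transcripts in the amplification makes genes uneven was not tested.

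The 5 Tnmd counts of Tnmd−/− cell 20 belong to 8 Tnmd counts in the Tnmd−/− cells. Their source was not tested.

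The paper does not report on sex-linked genes in these cells. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y summed to 125 CPM in the Tnmd−/− and 104 CPM in the WT cells, where 3 counts would be 0.0855 and 0.0561 CPM, and none of these counts came from Kdm5d. At least 10 such counts were seen in 4 of 6 Tnmd−/− and 5 of 6 WT cells. Xist had 0 counts in all 12 cells. The log2 ratio of the Y-linked sums was 0.27, which rests on Ddx3y, as the single genes go apart with log2 ratios of 1.38 for Ddx3y, −2.45 for Uty and −2.21 for Eif2s3y. Y-linked counts in cells of both genotypes and no Xist in either argue against a difference in the animals' sex as the reason for the many genes that differ between the genotypes. No other explanation of the Y-linked values was tested.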

How the results depend on the processing

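Every alternative was set before the data were examined. No paired analysis was possible because no result comes from a test and the cell numbers only identify the picked cells. Over 14 named genes, 9 alternatives and 12 cells left out in turn, 293 values could be formed, and 287 kept the sign of the pooled log2 ratio over all cells. The mean log2(CPM + 1) and both forms of ComBat give differences of mean logarithms and not pooled ratios. The size of the values was less stable, as 137 of the 293 left the counting interval of that ratio without a change of sign. These 137 include differences of mean logarithms, for which the interval of a pooled ratio was not made. Scx went from −8.83 to −3.38 with TMM factors and −2.38 with DESeq2 size factors, and Serpinh1 from −7.39 to −2.83 and −2.16. Other ratios grew with the same factors, that of Rnf130 from 10.92 to 13.24 and 15.58 and that of Dmtf1 from 0.87 to 3.17 and 2.70. Counts of Tnmd−/− cells 3 and 7 weigh most under these factors. Their size factors were 0.0379 and 0.0319, against 1.88 to 4.32 in the other Tnmd−/− cells, and their TMM factors 0.529 and 0.225. In the more degraded cells no ratio of Ninj1 was formed, for want of counts. For 11 genes the sign held under every alternative that gave a value. The sign of Tnmd changed within the less degraded cells (a bound of 1.70), after ComBat without genotype (0.036) and without WT cell 14, the range with each cell left out being −10.81 to 0.67. That of Sparc changed within the more degraded cells (0.082). That of Fam120b changed within the more degraded cells (a bound of −0.0078) and without Tnmd−/− cell 9, its only Tnmd−/− cell, with a range of −4.59 to 9.54. Dmtf1 ranged from 0.41 to 9.28 with a cell left out, the highest without WT cell 14, which held nearly all of its WT counts. Fam120a ranged from 5.03 to 9.52, the highest without WT cell 2, which held 92.5% of its WT counts, and Fam120b was highest without WT cell 5. Where WT cell 14 (Tnmd, Dmtf1) or Tnmd−/− cell 9 (Fam120b) is not among the cells, the loss of its counts is the cause. The Sparc sign within the more degraded cells rests on Tnmd−/− cell 1. It gave 18516 of the 18597 Sparc counts of the more degraded Tnmd−/− cells, at 3487 CPM. Cells 3 and 7 were at 21.9 and 53.8 CPM, against 1903 to 2609 CPM in the more degraded WT cells. For Tnmd after ComBat without genotype, which keeps all cells, the cause was not tested.

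The number of Table S3 genes with the listed sign was 100, from 99 to 100 with a cell left out, and lowest within the more degraded cells at 83. Of 94 genes with a ratio there, 11 had the opposite sign, and they are named after their values were seen. Few Tnmd−/− and WT counts lay behind Gstm5 (1 and 11), Uchl1 (6 and 4), Mllt11 (13 and 3), Ctsa (12 and 0), Polr2c (20 and 0) and Cxcl1 (8 and 0). Sparc, Gfpt1 (535 and 2287), Npy (3879 and 6777), Ackr2 (7156 and 1084) and AA467197 (1203 and 1549) had many. The cause was not tested.

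The median of the collagen synthesis list left the range of random lists within the less degraded cells (−1.38), and with a cell left out it ran from −0.79 to 0.37. For Hippo this happened within the less degraded cells (−1.12) and without Tnmd−/− cell 1 or WT cell 1, with −1.17 to 0.19 over the cells left out. For Wnt it happened without Tnmd−/− cell 9 (−1.07 to 0.57). The cell adhesion median, just inside that range over all cells, left it with 5 CPM added (−0.62), at a minimum of 100 counts (−0.76), with equal cell weights (−1.08), and with 8 of the 12 cells left out in turn (−1.33 to −0.39). The cell junction median, outside it over all cells, came inside with 5 CPM added (−0.47), at 100 counts (−1.55), with equal weights (−0.88), within the less degraded cells (−0.054) and within the more degraded cells, where it changed sign (0.16). With a cell left out it ran from −1.63 to −0.15, inside for 9 of the 12 cells. The BMP family, insulin, chemokine and protein kinase medians stayed inside under each alternative run for lists, which were 5 CPM, 100 counts, equal weights, each level alone and each cell left out. With 5 genes set to their bounds and no added CPM the insulin median was 1.34. The upper end of 1.30 for random lists has 1 CPM added and no bounds, so the values are not on the same scale. All 4 changed sign with a cell left out, from −1.14 to 0.64, −0.21 to 0.85, −0.46 to 0.47 and −0.17 to 0.49 in this order. The cause was not tested for any list.

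The width from the lowest to the highest decile of the pooled log2 ratio was 9.09 over all cells. It was 5.54 with 5 CPM added, which shrinks ratios of small counts by construction, 9.57 at 100 counts, 9.27 within the less and 10.53 within the more degraded cells. Less over more degraded cells gave 10.03 in the Tnmd−/− and 9.47 in the WT cells. The median correlation of cells of the same genotype less that of cells of different genotypes was −0.017 on all genes, −0.064 on the 500 most variable genes, 0.0040 after ComBat without genotype and 0.027 after ComBat with genotype. In the last, genotype enters the correction itself. The median number of genes per Tnmd−/− cell fell from 4775 to 3655 after thinning and to 2975 at 10 counts. In the WT cells it fell from 4588 to 3237 and 2978, since both alternatives discard counts. Depth limits what a single cell can show, as 3 counts come to 3.36 CPM in Tnmd−/− cell 7, which has 892713 counts, while 3 counts in the sums come to 0.0855 CPM in the Tnmd−/− and 0.0561 CPM in the WT cells.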

Differences from the paper's values

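The paper's log2 fold changes in Table S3 come from a test that took cells as replicates, and its errors are standard errors over cells. The values here are pooled ratios of raw counts with 1 sample per genotype and no test. Of 10 genes named in the text and listed there, and Fam120a, which is listed where the text names Fam120b, 9 differed from the paper's value by more than the paper's standard error, all with the same sign. For Ninj1 the paper's value is −5.225 (standard error 0.85) and the pooled value −11.92. The paper's value for Fam20b is 5.593 (0.824) and the pooled value 10.42. For both, only ComBat with genotype in its model gave a value within the error (−4.49 and 5.04). For Eapp, the paper's −5.314 (0.831) stands against −9.50, and TMM factors (−5.07) and ComBat with genotype (−4.69) came within the error. For Spin1 it is the paper's −5.926 (0.75) against −8.87, and the same settings came within it (−5.52 and −5.59). For Rnf130 the paper's 5.064 (0.883) stands against 10.92, and for Dmtf1 the paper's 5.486 (0.896) against 0.87. For these, the mean log2(CPM + 1) (4.61 and 4.93) and ComBat with genotype (4.35 and 5.01) came within the error. Sparc has the paper's −2.478 (0.416) against −1.26, and the mean log2(CPM + 1) gave −2.90, outside the error. ComBat with genotype (−2.59) and the pooled value without Tnmd−/− cell 1 (−2.07) came within it. The paper's −6.036 (1.04) for Rcn3 stands against −9.45, and DESeq2 size factors (−7.06) and TMM factors (−6.77) came within the error. The paper's −5.669 (0.981) for Serpinh1 stands against −7.39, and equal cell weights (−5.12) and the more degraded cells alone (−6.08) came within it. All other alternatives set before the data were examined, ComBat with genotype included for Rcn3 (−4.06) and Serpinh1 (−4.34), stayed outside the errors of these 9 genes, and no ratio was formed for Ninj1 in the more degraded cells.

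The paper's table also gives a logCPM for each genotype, set here against the mean log2(CPM + 1) of the uncorrected counts. In the Tnmd−/− cells the paper's value and the uncorrected mean are 1.132 and 0.022 for Ninj1, 0.275 and 1.07 for Serpinh1, 8.897 and 8.27 for Sparc, 5.381 and 7.10 for Dmtf1, 4.032 and 4.69 for Rnf130, 7.388 and 5.76 for Rnf167, 6.689 and 4.41 for Fam20b, and 6.065 and 4.82 for Fam120a. In the WT cells the paper's value and the uncorrected mean are 6.076 and 3.68 for Ninj1, 5.631 and 4.35 for Eapp, 4.681 and 5.27 for Serpinh1, 0.364 and 2.17 for Dmtf1, 2.576 and 1.96 for Rnf167, and 1.206 and 0.19 for Fam20b. Each of these pairs differs by more than 1.5-fold, while 8 of the 22 uncorrected means lay within 1.5-fold of the paper's value. After ComBat with genotype in its model all 22 values of the 11 genes came within 1.5-fold of the paper's, the largest difference being 0.26. After ComBat without genotype 0 of 22 did.

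The base mean that the paper lists for Hccs is 1417.19. For the other 99 genes the listed base mean, divided by the mean over cells of the values after ComBat with genotype, lay between 0.731 and 1.10 times the list's median of this quotient. At that median quotient Hccs would have a base mean of 134. Hccs was chosen after its values were seen, and no alternative was run for it.

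In its text the paper names Fam120b among the genes raised in Tnmd−/− cells, while its Table S3 lists Fam120a. The Fam120b counts of the Tnmd−/− cells all came from cell 9, and without that cell the gene had 0 counts in the other 5 Tnmd−/− cells. Fam120a, the gene in Table S3, had at least 10 counts in 5 of 6.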

Other observations

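The tests of degradation, of the ComBat correction on the more degraded cells and of depth were set before the data were examined, while that of the paper's logCPM columns, with its further minimum counts and scales, was chosen after the values were seen.

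Many genes differ in expression between the Tnmd−/− and the WT cells. A difference in degradation was tested as the explanation. Each degradation level of Fig. 6B holds 3 cells of either genotype. The ratio within the less degraded cells and the ratio within the more degraded cells had a rank correlation of −0.036 over 9768 genes, which variation from cell to cell alone would also bring about. The width of the ratio does not decide either, since 3 cells against 3 gave 9.27 and 10.53 between genotypes within a level, and 10.03 and 9.47 between the levels of a single genotype. Degradation, variation from cell to cell and genotype therefore cannot be told apart here, with so few cells and labels that name no animals.

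In Fig. 6B the more degraded cells of a genotype seemed at first, by eye, to have almost the same colour for every gene, although the WT cells among them do differ in colour for some genes. The ComBat correction with genotype in its model was tested as the explanation. Over the genes of Table S3, the median standard deviation among the more degraded cells went from 1.62 to 0.69 in the Tnmd−/− and from 3.67 to 1.43 in the WT cells, and the gap between genotypes from 3.96 to 4.52. The less degraded cells, which the correction leaves as they are, had smaller values of 0.34 and 0.97, so this form did not make the more degraded cells the more even ones. Without genotype in the model their standard deviations were 0.20 and 0.45, below those of the less degraded cells, and the gap was 3.17. Either form lowers the spread among the more degraded cells. The logCPM that Table S3 lists for the same genes lie a median of 0.0858 from the form with genotype and 0.80 from the other, so this form lies behind the colours if the figure shows the listed values. Whether the correction accounts for the colours stays open, because they were read by eye and give no values per cell.

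The logCPM columns of Table S3 are not the means of the uncorrected counts. Over the 100 genes and both genotypes, the median absolute difference from the listed logCPM was 0.64 without correction and 0.80 after ComBat without genotype. After ComBat with genotype it was 0.0858, with a largest difference of 0.33. A candidate explanation is that the listed values are means of log2(CPM + 1) after a correction with genotype in its model. Other minimum counts and scales were added after the values were seen. With genotype in the model, minimum counts of 1 to 100 gave 0.0841 to 0.0878 on the same scale, while the logCPM of edgeR gave 0.687 to 1.01. The smallest difference in the uncorrected values or without genotype was 0.638. The paper's text does not say whether genotype was in the model.

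Cells differ in how many genes they detect, from 3505 to 5636, a range of 2131. A lower depth of the cells with fewer genes was tested as the explanation. With every cell thinned to 892713 counts the range was 2184, which argues against depth as the whole reason. The RNA content and quality of each cell stay open, and no biological explanation was tested.

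Col1a1 had at least 10 counts in 1 of 6 Tnmd−/− cells, cell 7 with 2221 CPM, and in 4 of 6 WT cells, where the highest was 222 CPM. The summed CPM were 56.7 and 64.4. Col1a1 is on the list of tendon fibroblast markers and was singled out after its values were seen.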
